# β2→1-Fructans Modulate the Immune System *In Vivo* in a Microbiota-Dependent and -Independent Fashion

**DOI:** 10.3389/fimmu.2017.00154

**Published:** 2017-02-16

**Authors:** Floris Fransen, Neha M. Sahasrabudhe, Marlies Elderman, Margaret Bosveld, Sahar El Aidy, Floor Hugenholtz, Theo Borghuis, Ben Kousemaker, Simon Winkel, Christa van der Gaast-de Jongh, Marien I. de Jonge, Mark V. Boekschoten, Hauke Smidt, Henk A. Schols, Paul de Vos

**Keywords:** β2→1-fructans, prebiotics, gut microbiota, mucosal immunology, germ-free mice

## Abstract

It has been shown *in vitro* that only specific dietary fibers contribute to immunity, but studies *in vivo* are not conclusive. Here, we investigated degree of polymerization (DP) dependent effects of β2→1-fructans on immunity *via* microbiota-dependent and -independent effects. To this end, conventional or germ-free mice received short- or long-chain β2→1-fructan for 5 days. Immune cell populations in the spleen, mesenteric lymph nodes (MLNs), and Peyer’s patches (PPs) were analyzed with flow cytometry, genome-wide gene expression in the ileum was measured with microarray, and gut microbiota composition was analyzed with 16S rRNA sequencing of fecal samples. We found that β2→1-fructans modulated immunity by both microbiota and microbiota-independent effects. Moreover, effects were dependent on the chain-length of the β2→1-fructans type polymer. Both short- and long-chain β2→1-fructans enhanced T-helper 1 cells in PPs, whereas only short-chain β2→1-fructans increased regulatory T cells and CD11b^−^CD103^−^ dendritic cells (DCs) in the MLN. A common feature after short- and long-chain β2→1-fructan treatment was enhanced 2-alpha-l-fucosyltransferase 2 expression and other IL-22-dependent genes in the ileum of conventional mice. These effects were not associated with shifts in gut microbiota composition, or altered production of short-chain fatty acids. Both short- and long-chain β2→1-fructans also induced immune effects in germ-free animals, demonstrating direct effect independent from the gut microbiota. Also, these effects were dependent on the chain-length of the β2→1-fructans. Short-chain β2→1-fructan induced lower CD80 expression by CD11b^−^CD103^−^ DCs in PPs, whereas long-chain β2→1-fructan specifically modulated B cell responses in germ-free mice. In conclusion, support of immunity is determined by the chemical structure of β2→1-fructans and is partially microbiota independent.

## Introduction

The intestinal tract contains the largest pool of immune cells in the body, which are separated by only a single layer of epithelial cells from an enormous amount of environmental stimuli, including the gut microbiota and dietary components (1). *Via* a complex of regulatory mechanisms, our immune system manages to be tolerant against food antigens and commensal microorganisms, yet a strong immune response can be raised against pathogens. The balance between tolerance and inflammatory responses is delicate and disturbances are implicated in an ever growing list of Western diseases, such as inflammatory bowel disease, allergies, diabetes, and even cancer (2). Therefore, modulation of the intestinal immune system with for example dietary fibers is considered an attractive strategy to prevent or treat these diseases (3).

Among the different dietary fibers, inulin β2→1-fructans have been studied extensively (4). β2→1-fructans are a heterogeneous group of polysaccharides, which can be found in several plants, but are most often commercially obtained from chicory (4). These fibers consist of several fructose subunits connected *via* β2→1 linkages, with or without a terminal glucose molecule (5). Chain-length of β2→1-fructans can be described by the degree of polymerization (DP), which ranges from 2 to 60, referring to the number of monomers that are part of the polymeric structure. Shorter polymers with a DP < 10 are often referred to as fructo-oligosaccharide (FOS), whereas longer polymers with DP > 10 are usually called inulin.

β2→1-fructans have been shown to modulate the immune system (6). For example, short-chain β2→1-fructans have been demonstrated to increase IgA secretion and production of IL-10 and interferon-γ by CD4^+^ T cells from Peyer’s patches (PPs) in mice (7, 8), whereas long-chain β2→1-fructans induced higher numbers of dendritic cells in PPs and greater *ex vivo* secretion of IL-2, IL-10, and interferon-γ from spleen and mesenteric lymph node (MLN) cells after administration to rats (9). Generally, these immune effects have been attributed to the ability of β2→1-fructans to promote the expansion of immunostimulatory bacteria in the gut, mainly Bifidobacteria and Lactobacilli (10). In addition, metabolites produced after fermentation of β2→1-fructans by commensal gut bacteria include short-chain fatty acids (SCFAs), which dampen inflammatory responses by binding to G protein-coupled receptors GPR41, GPR43, and GPR109A expressed on different types of immune cells (11–14). Recently, we also demonstrated that β2→1-fructans can stimulate immune cells directly *in vitro via* activating pattern recognition receptors such as toll-like receptors (TLRs) (15). This direct effect on immune cells *in vitro* is stronger with higher DP β2→1-fructans than with shorter DP β2→1-fructans. Thus, several possible mechanisms by which β2→1-fructans can modulate the immune system have been proposed, but the existence or contribution to immune effects *in vivo* is not clearly studied yet. Also, it has not been shown yet *in vivo* that immune modulation of β2→1-fructans is DP dependent. This knowledge is essential as it might lead to selection of effective immune modulating dietary fibers helpful in the arms race between dietary fiber intake and Western diseases (16).

Here, we performed an *in vivo* study in mice with well-defined short and long-chain β2→1-fructans to determine (1) whether β2→1-fructans are able to modulate the immune system *in vivo*, (2) whether there are differences between short- and long-chain β2→1-fructans with respect to the type of immune responses that are induced and (3) the direct effects of β2→1-fructans on the immune system.

## Materials and Methods

### Mice

Specified pathogen free conventional C57BL/6OlaHsd males of 8 weeks old were purchased from a commercial supplier (Envigo, Horst, the Netherlands), and C57BL/6OlaHsd male 8 weeks old germ-free mice were obtained from a breeding colony at the animal facility of the Radboud University (Nijmegen, the Netherlands). Samples derived from germ-free mice were routinely screened once every 2 weeks on sterility. In addition, samples from germ-free mice the day before the end of the experiment were tested on sterility. All samples were screened on sterility by QM diagnostics (Nijmegen, the Netherlands) and confirmed to be sterile. At least 2 weeks before the start of β2→1-fructans treatment all animals were receiving a D12450B diet (10% fat, Research Diet Services, Wijk bij Duurstede, the Netherlands). The mice were kept on this diet throughout the experiment. All experiments were approved by the animal ethics committee of the University of Groningen (Dierenexperimentencommissie Rijksuniversiteit Groningen, DEC-RUG).

### β2→1-Fructans

Frutalose^®^OFP is a highly soluble powdered short-chain β2→1-fructan also called FOS of mainly DP2-10, produced by partial hydrolysis of chicory inulin. Frutafit^®^TEX! (both obtained from Sensus, Roosendaal, the Netherlands), is a powdered food ingredient of DP10-60, based on native chicory inulin. DP profiles of supplement A and B are depicted in Figure S1 in Supplementary Material.

Endotoxin levels were tested by Toxikon (Leuven, Belgium) and found to be below 0.3 × 10^−3^ µg^−1^. The fructans were dissolved in sterile water and given to the conventional mice by oral gavage. In addition, to ensure sterility of these solutions before administration to germ-free mice, short-chain β2→1-fructans were filtered with a 0.2 µm filter and long-chain β2→1-fructans were irradiated with 25 kGy (Synergy Health, Ede, the Netherlands), as it was to viscous for sterilization by filtration. Irridation induced some degradation of higher DP oligomers, but still significant amounts of oligomers up to DP30 were present. Sterility of the fructans after filtration or irradiation was tested by QM diagnostics (Nijmegen, the Netherlands) and confirmed to be sterile. Mice received 10 mg of these fibers or water only as a negative control by oral gavage once a day for 5 days in a row.

### High-Performance Anion-Exchange Chromatography (HPAEC)

Colonic content from each mouse was first dissolved in PBS (100 mg/ml) and the supernatant was stored at −20°C after separation from the debris by centrifugation. These samples together with cecum contents derived from the same mice as prepared in the same way were used to analyze for short- and long-chain β2→1-fructans with HPAEC, which was performed on an ICS5000 system (Thermo Fisher Scientific, Waltham, MA, USA), equipped with a Dionex CarboPac PA-1 column (2 mm × 250 mm) in combination with a Carbopac PA-1 guard column (2 mm × 50 mm). Ten microliters of the samples were injected into the system using a Thermo Fischer Scientific ICS5000 autosampler. The system was equipped with pulsed amperometric detection (ED40 gold electrode). The flow rate was 0.3 ml/min, and the gradient used was 0–5 min 0.1 M NaOH, from 5 min in 40 min to 0.4 M NaOAc in 0.1 M NaOH; 5 min isocratically at 1 M NaOac in 0.1 M NaOH finally an equilibration step for 15 min at starting conditions. The software used was Chromeleon version 7 (Dionex). Monosugars and maltodextrin were used as standards.

### High-Performance Liquid Chromatography (HPLC)

For SCFA analysis of cecum content, HPLC was performed to quantify butyric acid, propionic acid, acetic acid, lactic acid, and succinic acid on a Ultimate 3000 HPLC (Thermo Fisher Scientific, Waltham, MA, USA) equipped with an autosampler, a RI-101 refractive index detector (Shodex, Kawasaki, Japan), and an ion-exclusion Aminex HPX 8H column (7.8 mm × 300 mm) with a guard column (Bio-Rad, Hercules, CA, USA). The mobile phase was 5 mM H_2_SO_4_, and the flow rate was 0.6 ml/min at 65°C. Samples were injected onto the column and SCFA production was quantified.

### Flow Cytometry

Spleen, PPs, and MLNs were isolated from each mouse. PPs were removed from the small intestine by tightening the patch with tweezers and cutting it with scissors, avoiding as much as possible inclusion of the surrounding intestinal epithelium. Fat tissue was carefully removed from the MLNs with a razor blade. After isolation, all organs were immediately placed in RPMI, 10% FBS, 1% Pen/Strep on ice. Single cell suspensions were obtained from all organs by crushing the organs with the plunger of a 2.5-ml syringe on 70 µm nylon cell strainers placed over a 50-ml tube. Red blood cells in spleen samples were lysed with a hypotonic lysis buffer. Cells were stained with Fixable Viability Dye eFluor 50 (eBioscience, Vienna, Austria) to exclude dead cells. Aspecific binding to FC receptors was prevented by incubating the cells with anti-CD16/32 (clone 93, Biolegend, Uithoorn, the Netherlands) for 15 min on ice. For extracellular staining, cells were incubated with the desired mixture of antibodies for 30 min on ice. After washing, cells were fixed with FACS lysing solution (BD Biosciences, Breda, the Netherlands). For intracellular staining, fixed cells were permeabilized with PERM (eBioscience, Vienna, Austria) and subsequently stained with the desired antibodies for 30 min on ice. For identification of the different T helper cell subsets, cells were stained with antibodies against: CD3e (clone 17A2), CD4 (clone GK1.5), T-bet (clone 4B10), RORyt (clone B2D), Gata-3 (clone TWAJ), CD25 (clone PC61), and Foxp3 (clone FJK-16S). Appropriate isotype controls were used to determine specificity of the staining. To identify naive or antigen-experienced T cells, the following antibodies were used: CD3e (clone 17A2), CD4 (clone GK1.5), CD8a (clone 53-6.7), CD69 (clone H1.2F3), CD44 (clone IM7), and CD62L (clone MEL-14). B-cells were stained with: CD19 (clone 6D5), B220 (clone RA-6B2), IgD (clone RTK2758), IgM (clone II/41), IgA (clone mA-6E1). For analysis of dendritic cells (DCs), other lineages were first excluded with CD3e (clone 17A2), CD19 (clone 6D5), B220 (clone RA-6B2), and NK1.1 (clone PK136). Next, DC subsets were identified with CD11c (clone HL3), MHC-II (clone M5/114.15.2), CD11b (clone M1/70), CD103 (clone 2E7), CD8a (clone 53-6.7), and CD80 (clone 16-10 A1). Samples were acquired with the FACSVerse (BD Biosciences, Breda, the Netherlands) and analyzed with Flow Jo software (Flow Jo LLC, OR, USA).

### Transcriptomics

A part of the terminal ileum from each mouse was snap frozen in liquid nitrogen and stored at −80°C. RNA was isolated with the RNeasy kit (Qiagen, Valencia, CA, USA). Quantity of RNA was measured with the ND-1000 (NanoDrop Technologies, Thermo Fisher Scientific, Breda, the Netherlands) and quality of RNA was assessed with the Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA). Total RNA (100 ng) was labeled utilizing the Ambion WT Expression kit (Life Technologies Ltd., Bleiswijk, the Netherlands) and the Affymetrix GeneChip WT Terminal Labeling kit (Affymetrix, Santa Clara, CA, USA). After labeling, samples were hybridized to Affymetrix GeneChip Mouse Gene 1.1 ST arrays. An Affymetrix GeneTitan Instrument was used for hybridization, washing, and scanning of the array plates. Bioconductor packages integrated in an online pipeline were used for quality control of the data (17, 18). Probe sets were redefined using current genome information (19). Probes were reorganized based on the Entrez Gene database (remapped CDF v14.1.1). Robust Multiarray Analysis preprocessing algorithm available in the Bioconductor library affyPLM (20) was used to obtain normalized expression estimates from the raw intensity values.

### Fluorescence *In Situ* Hybridization

Another part of ileum and colon was fixed in Carnoy’s fixative to preserve the mucus layer. Samples were embedded in paraffin and afterward 4 µm sections of tissue were made with a microtome (Leica Biosystems, Nussloch, Germany). Paraffin was removed from the tissue slides by washing 2× with xylene for 10 min. Next, samples were washed in decreasing amounts of ethanol (99, 70, 60%) and finally in dH_2_O. After washing, samples were incubated with 0.5 µg universal bacterial probe EUB338 (5′-GCTGCCTCCCGTAGGAGT-3′) or segmented filamentous bacteria (SFB)-specifc probe SFB1008 (5′-GCGAGCTTCCCTCATTACAAGG-3′) conjugated on the 5′ end with Alexa 488 (Eurogentec, Maastricht, the Netherlands) in hybridization solution (20 mM TRIS-HCl, pH 7.4, 0.9 M NaCl, 0.1% weight/volume SDS) at 50°C overnight in a humid environment. The next day, the samples were washed in FISH washing buffer (20 mM TRIS-HCl, pH 7.4, 0.9 M NaCl) for 20 min. Tissue slides were then washed 2× for 10 min with PBS and incubated with DAPI solution (30 nM) for 5 min to visualize nuclei of the epithelial cells. After washing 2× with PBS, samples were mounted with mounting medium. Data were acquired with a SP8 Leica confocal microscope (Leica Microsystems, Son, the Netherlands), and images were processed afterward with Imaris software (Bitplane, Zurich, Switzerland).

### Microbiota Analysis

Fresh fecal samples obtained just after defecation were collected from all conventional mice before the start of fiber treatment. In addition, colonic content samples from these mice were collected at the end of the experiment. All samples were snap frozen in liquid nitrogen and stored at −80°C. These samples were used for 16S rRNA gene analysis for microbiota profiling with barcoded amplicons from the V1–V2 region of 16S rRNA genes generated using a 2-step PCR strategy that reduces the impact of barcoded primers on the outcome of microbial profiling (21). DNA extraction was performed using a combination of the bead-beating-plus column method and the Maxwell 16 Tissue LEV Total RNA purification kit (Promega, Leiden, the Netherlands). Beating of the fecal pellets took place as described before (22) but with STAR (Stool transport and recovery) buffer (Roche, Basel Switzerland). After centrifugation, 250 µl supernatant was taken for the Maxwell 16 Tissue LEV Total RNA Purification Kit, and the DNA was eluted in 50 µl DNAse free water. Twenty nanograms of DNA were used for the amplification of the 16S rRNA gene with primers 27F-DegS and 338R I + 338R II for 25 cycles as described before (23), only primers had a Universal Tag (UniTag) linkers attached; UniTag I (forward) and II (reverses) (I—GAGCCGTAGCCAGTCTGC; II—GCCGTGACCGTGACATCG). The first PCR was performed in a total volume of 50 µl containing 1× HF buffer (Finnzymes, Vantaa, Finland), 1 µl dNTP Mix (10 mM; Promega, Leiden, the Netherlands), 1 U of Phusion^®^ Hot Start II High-Fidelity DNA polymerase (Finnzymes Vantaa, Finland), 500 nM of the 27F-DegS primer (23, 24) that was appended with UniTag 1 at the 5′ end, 500 nM of an equimolar mix of two reverse primers, 338R I and II (24) based on three previously published probes EUB 338 I, II, and III (23), that were 5′-extended with UniTag 2, and 0.2–0.4 ng/µl of template DNA. The sequence of the UniTags were selected to have a GC content of ~66% and a minimal tendency to form secondary structures, including hairpin loops, heterodimers, and homodimers as assessed by the IDTDNA Oligoanalyzer 3.1 (Integrated DNA Technologies). Moreover, sequences were selected that had no matches in 16S rRNA gene databases [based on results of the “TestProbe” tool offered by the SILVA rRNA database project (25) using the SSU r117 database], and no prefect matches in genome databases with the Primer-BLAST tool (http://www.ncbi.nlm.nih.gov/tools/primer-blast/). The size of the PCR products (~375 bp) was confirmed by gel electrophoresis using 5 µl of the amplification reaction mixture on a 1% (w/v) agarose gel containing 1× SYBR^®^ Safe (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA). Five microliters of these PCR products were taken to add adaptors and a 8-nt sample-specific barcode in an additional five cycle PCR amplification. This second PCR was performed in a total volume of 100 µl containing 1× HF buffer, dNTP Mix 2 U of Phusion^®^ Hot Start II High-Fidelity DNA polymerase, 500 nM of a forward and reverse primer equivalent to the Unitag 1 and UniTag 2 sequences, respectively, that were each appended with an 8 nt sample-specific barcode (Hermes et al., in preparation) at the 5′ end. PCR products were purified with the magnetic beads (MagBio, London, UK) according to the HighPrepTM protocol of the manufactures instructions using 20 µl Nuclease Free Water (Promega Leiden, the Netherlands) and quantified using the Qubit (Life Technologies, Bleiswijk, the Netherlands). Purified PCR products were mixed in approximately equimolar amounts and concentrated by the magnetic beads as the purification before. Purified amplicon pools were 250 bp paired-end sequenced using Illumina Miseq (GATC-Biotech, Konstanz, Germany).

The Illumina Miseq data analysis was carried out with a workflow employing the Quantitative Insights Into Microbial Ecology (QIIME) pipeline (26) and a set of in-house scripts as described before for Illumina Hiseq 16S rRNA gene sequences (Hermes et al., in preparation). The set of in-house scripts processed the reads as follows: reads were filtered for not matching barcodes; otu picking and chimera removal was done *via* matching the sequences to the Silva 111 database, with only one mismatch allowed, and a biom and with clustalw a multiple alignment and phylogenetic tree file was generated. Further outputs were generated *via* QIIME, such as filtered reads per sample, PD whole tree diversity measurements and the level 1–6 taxonomic distributions with relative abundances.

### Statistics

Flow cytometry data are expressed as means, error bars represent SEM. To verify whether there were significant differences between the groups, one way ANOVA was performed followed by the Dunnett’s multiple comparisons test. All tests were performed with Graphpad software (Prism, La Jolla, CA, USA).

Differentially expressed probe sets were identified using linear models, applying moderated T-statistics that implemented empirical Bayes regularization of SEs (27). A Bayesian hierarchical model was used to define an intensity-based moderated T-statistic, which takes into account the degree of independence of variances relative to the degree of identity and the relationship between variance and signal intensity (28).

Statistical tests for gut microbiota composition were performed using R and Calypso (29), where the count data were not normally distributed and variances between groups were not equal, the Mann–Whitney *U* test was used.

## Results

### β2→1-Fructans Modulate the Mucosal Immune System *In Vivo*

We demonstrated previously that inulin β2→1-fructans stimulate immune cells directly and in a DP-dependent manner *in vitro* (15). In this *in vivo* study in mice, the immune effects of chemically characterized short (DP2-10) and long-chain chain β2→1-fructans (DP10-60) were compared. To this end, conventional mice received these fibers by oral gavage once a day for 5 days. Effects were studied in the PPs, MLNs, and spleen.

Th1, Th2, Th17, and Treg cells in the different organs were compared between mice treated with the two β2→1-fructans and controls (Figure 1A). No differences were found in the spleen (data not shown). However, in the PPs, both short and long-chain β2→1-fructan induced a higher number of Th1 cells (*p* < 0.05) compared to controls. In addition, in MLNs, short-chain β2→1-fructan but not long-chain β2→1-fructan treatment resulted in higher percentages of Treg cells (*p* < 0.05) and CD4^+^ T cells expressing the activation marker CD69 (*p* < 0.05). Next, we assessed the influence of β2→1-fructan treatment on B-cells in these tissues. No differences were observed in B cells in any organ tested (data not shown). Finally, considering the important role of DCs in initiating and modulating adaptive immune responses, we also evaluated the effect of β2→1-fructan treatment on DCs (Figure 1B). Strikingly, mice treated with short-chain but not the mice treated with long-chain β2→1-fructan had an increase in CD11b^−^CD103^−^ DCs in the MLNs (*p* < 0.01) and a decrease in CD11b^+^CD103^+^ DCs (*p* < 0.05). No differences were found in spleen or PPs (data not shown).

**Figure 1:**
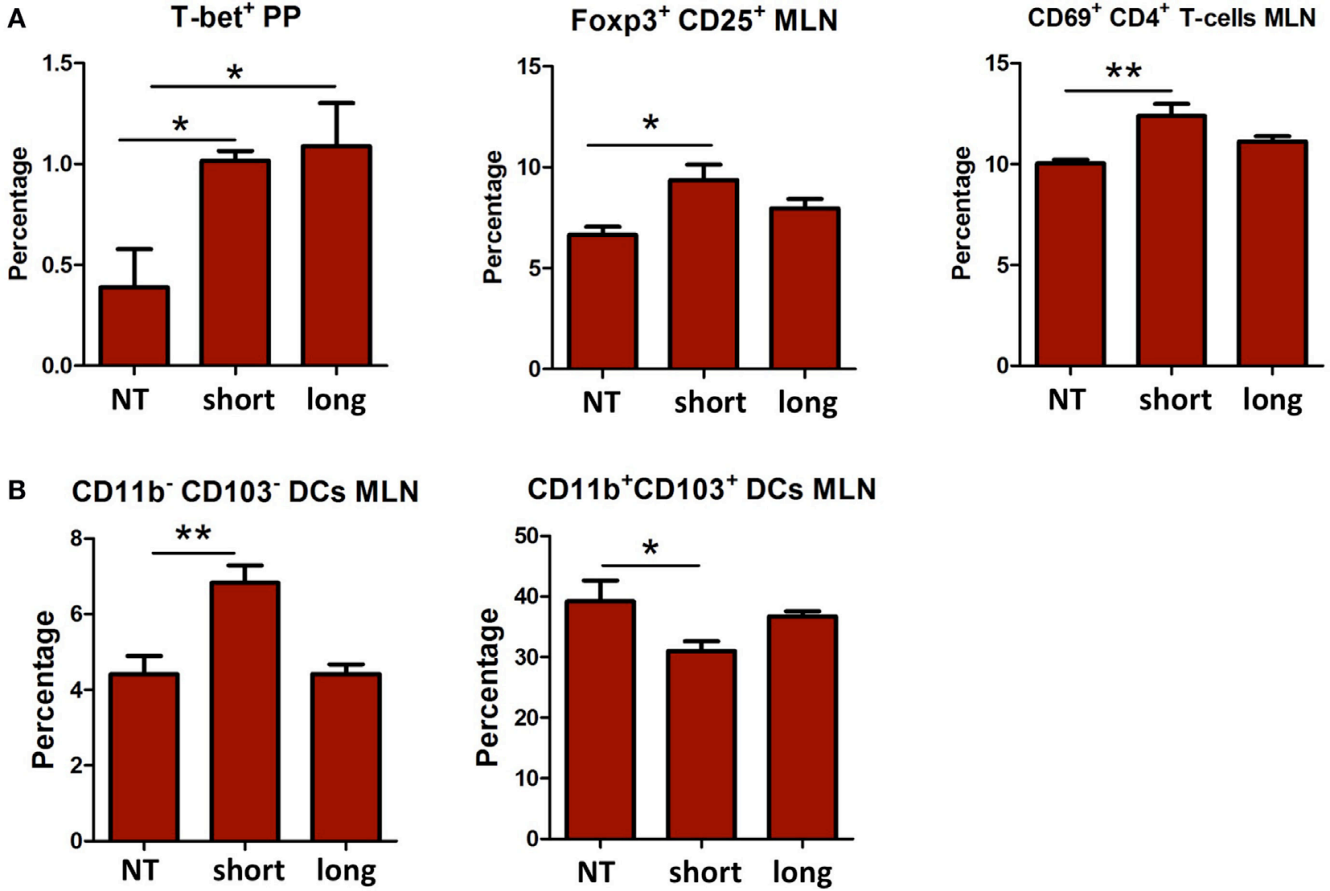
**β2→1-fructans modulate immune responses *in vivo***. C57BL/6 mice (*n* = 5 per group) received short-chain β2→1-fructans (short), long-chain β2→1-fructans (long), or water (NT) for five constitutive days by oral gavage. Spleen, Peyer’s patches (PPs), and mesenteric lymph nodes (MLNs) were isolated for FACS analysis of immune cell populations. **(A)** Percentages of Th1 cells (T-bet^+^) Tregs cells (CD25^+^Foxp3^+^), and CD69^+^ cells among CD3e^+^CD4^+^ cells **(B)** CD11c^hi^MHC-II^hi^ cells negative for the lineage markers CD3e, CD19, B220, and NK1.1 were divided in the four major dendritic cell subsets with CD11b and CD103. Only data are shown for the organs where there was a significant difference after β2→1-fructan treatment. All data are expressed as means, error bars represent SEM (*p < 0.05, **p < 0.01).

Thus, β2→1-fructans can modulate the immune system locally in the PP and MLN *in vivo* in a DP-dependent fashion. Only short-chain β2→1-fructan modulated DC and Treg numbers in MLNs.

### β2→1-Fructans Induce Chain-Length Dependent Changes in Gene Expression in the Ileum

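Terminal ileum was taken from conventional C57BL/6OlaHsd mice that had received water, short-chain β2→1-fructan or long-chain β2→1-fructan by oral gavage, 10 mg per day for 5 days. Each group held 4 mice, and the RNA of each mouse was measured on 1 array. The RNA came from pieces of ileum, so that epithelium, immune cells, muscle and attached tissue were read together. The authors normalized the arrays with RMA, and the values are on a log2 scale with an array median of 4.94 to 4.98 in these groups. The probe sets of the array's maker were analysed here, whereas the methods name a remapped annotation. A single gene symbol was assigned to 21218 of these probe sets. For 1386 genes with several such probe sets, the probe set with the highest mean over all arrays was kept, which gave 18820 genes. Across probe sets, which are not independent replicates, the 36 pairs of arrays from the same group, germ-free groups included, correlated with r from 0.990 to 0.995. Genes were tested in limma with 6 group means over 24 arrays and a prior variance that followed intensity. A gene was called higher or lower at the thresholds of the paper, an unadjusted p under 0.01 and a fold change over 1.3, and the number passing Benjamini-Hochberg adjustment at 0.05 is given beside each count. At an unadjusted p of 0.01, 188.2 of the 18820 genes pass by chance alone. The gene groups tested were 39 lists of cell type markers and pathways fixed before the data were examined. Each list was tested against all other genes with camera at a preset correlation of 0.01, two-sided, with adjustment over the 156 tests of fructan against water. With a correlation estimated from the data, no list call between fructan and water or between the fructans held, whereas 7 calls between germ-free and conventional mice on water did. Per mouse comparisons used an exact two-sided permutation test, whose smallest possible p with 4 mice against 4 is 0.029. The number of arrays limits the precision.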

To investigate the different impact in an unbiased manner, effects of the two β2→1-fructans on the host whole-genome expression of ileal tissue were studied with microarray. The ileum is assumed to be the location where β2→1-fructans interact with the mucosa (6). 

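After short-chain β2→1-fructan, 77 genes of the conventional ileum were called against water, 27 higher and 50 lower. Retnlb, which encodes the goblet cell protein RELMβ, and Fut2, a fucosyltransferase, had the largest increases among genes with a probe set of their own, and the zinc finger gene Zcchc12 was 1.40-fold higher (log2 fold change 0.48, standard error 0.12). Serpina1b (probe set 10402390, chromosome 12 of GRCm38 from 103728156 to 103738189), which encodes a form of the protease inhibitor α1-antitrypsin, was 1.67-fold lower. Its mean log2 value was 8.25 ± 0.19 after short-chain β2→1-fructan and 8.98 ± 0.13 on water (SD, n = 4), and every treated mouse was below every water mouse (exact permutation p = 0.029). Mme, which encodes the brush border peptidase neprilysin, was 1.67-fold lower (log2 fold change -0.74, standard error 0.18). Hp, which encodes the haemoglobin-binding plasma protein haptoglobin, was 1.85-fold lower (log2 fold change -0.89, standard error 0.24), and the β-defensin gene Defb37 was 1.58-fold lower (log2 fold change -0.66, standard error 0.15). Of 15 genes higher in proximal than in ileal enterocytes, 2 fell, the glucose transporter gene Slc2a2 (log2 fold change -0.97, standard error 0.33) and the fatty acid desaturase gene Scd1 (log2 fold change -0.70, standard error 0.22). The other 13 did not pass, and 0 passed when adjusted over the list alone. The list had a mean log2 change of -0.32 (camera, adjusted p = 0.0010, and adjusted p = 0.48 with an estimated correlation), and all 11 members that the study does not show had a negative change, with a mean of -0.20 (adjusted p = 0.041, and adjusted p = 0.72 with an estimated correlation). Slc2a2 and Scd1 are shown by the study from these samples, so that their direction is not independent evidence. In the same comparison, 6 adipocyte markers, among which none was called, had a mean log2 change of -0.57 (camera, adjusted p = 0.013, and adjusted p = 0.61 with an estimated correlation), or -0.47 without conventional short replicate 1, where the call was lost. No gene passed Benjamini-Hochberg adjustment in limma, whether the prior followed intensity, was common to all genes or came from the IBMT method, and 982, 953 and 1015 genes had an unadjusted p under 0.05 in these fits. The call of Slc2a2 ended with a common prior, with the 12 arrays of conventional mice, with the 8 arrays of both groups, and when conventional water replicate 1 (-0.74), conventional short replicate 1 (-0.64) or 4 (-0.83) was left out and that of Scd1 when conventional water replicate 4 (-0.63) or conventional short replicate 1 (-0.52) was left out, the call of the 11 proximal genes ended when conventional water replicate 1 (-0.17), conventional short replicate 1 (-0.16) or 4 (-0.17) was left out and with a common prior, array weights or averaged probe sets, and the number of called genes was larger without conventional short replicate 3 (123) or conventional water replicate 4 (118).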

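After long-chain β2→1-fructan, 59 genes of the conventional ileum were called against water, 31 higher and 28 lower. Ubd (probe set 10445112, chromosome 17 of GRCm38 from 37193892 to 37196101), which encodes the interferon-induced ubiquitin-like modifier FAT10, was 1.97-fold higher, at a mean log2 value of 4.51 ± 0.58 against 3.53 ± 0.094 on water (SD, n = 4). Every mouse given long-chain β2→1-fructan was above every water mouse for Ubd (exact permutation p = 0.029). Csf2rb2, a β chain of cytokine receptors, was 1.51-fold higher (log2 fold change 0.60, standard error 0.15), and Slc18a3, the vesicular acetylcholine transporter gene, was 1.46-fold higher (log2 fold change 0.55, standard error 0.14). The G protein signalling regulator gene Rgs14 and Nes, which encodes the intermediate filament nestin, had log2 fold changes of 0.55 and 0.49. The largest decrease that held without any 1 mouse was that of Slc2a2 (probe set 10491171, chromosome 3 of GRCm38 from 28697903 to 28728361), which encodes the glucose and fructose transporter GLUT2 and was 2.69-fold lower (log2 fold change -1.43, standard error 0.33). Lonrf3 and the zinc finger gene Zfp600 had log2 fold changes of -0.58 and -0.54. Of 15 genes of the interferon-γ response and antigen presentation, 1 rose, Ubd, and the others did not pass, whereas 3 rose when adjusted over the list alone, Ubd, H2-Eb1 (log2 fold change 0.25) and the invariant chain gene Cd74 (0.26). The list had a mean log2 change of 0.25 (camera, adjusted p = 1.8e-07, and adjusted p = 0.44 with an estimated correlation), and without Ubd, which the study shows from these samples, it was 0.20 (adjusted p = 8.2e-06, and adjusted p = 0.58 with an estimated correlation). Of 12 genes of cholesterol synthesis, 11 had a negative change and 1 fell, Mvd (log2 fold change -0.46, standard error 0.16), with 0 when adjusted over the list alone. Their mean log2 change was -0.22 (camera, adjusted p = 1.7e-05, and adjusted p = 0.44 with an estimated correlation), and -0.14 (adjusted p = 0.019) without conventional water replicate 1. No gene passed Benjamini-Hochberg adjustment in limma with any of the 3 priors, and 1067 genes had an unadjusted p under 0.05 (1054 with a common prior and 1104 with IBMT). The call of Mvd ended with a common prior, with the 12 arrays of conventional mice alone, after cyclic loess, with replicate number as a block, and when conventional water replicate 1 (-0.36), 3 (-0.47), 4 (-0.50), conventional long replicate 1 (-0.31) or 4 (-0.45) was left out, and the number of called genes was larger without conventional long replicate 1 (90) or 3 (119).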

Treatment with both short and long-chain β2→1-fructan induced significant differential gene expression of approximately 100 genes in the ileum (*p*-value < 0.01, fold-change > 1.3) compared to controls (Figure 2A). 

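When the fructans were compared directly in conventional mice, 40 genes were called, 22 higher and 18 lower after long-chain than after short-chain β2→1-fructan. Ifnl2, which encodes a type III interferon, was 1.68-fold higher after long-chain β2→1-fructan (log2 fold change 0.75, standard error 0.18, adjusted p = 1.00 in limma). The mean log2 value of this gene was 5.90 ± 0.35 after long-chain and 5.15 ± 0.47 after short-chain β2→1-fructan (SD, n = 4). Spata45 was 1.42-fold lower (log2 fold change -0.51, standard error 0.12, adjusted p = 1.00 in limma), and Alyref2, an mRNA export factor gene, was 1.38-fold lower (log2 fold change -0.47, standard error 0.12), a call that ended when its probe sets were averaged (-0.22). Of 12 genes of cholesterol synthesis, 0 were called and 0 passed when adjusted over the list alone, with a mean log2 change of -0.20 between the fructans (camera, adjusted p = 5.7e-07, and adjusted p = 0.26 with an estimated correlation). This mean was -0.12 without conventional long replicate 1 and -0.30 without conventional long replicate 3. No gene passed Benjamini-Hochberg adjustment in limma with any prior, and 684 genes had an unadjusted p under 0.05 (721 and 709 with the other priors). At an unadjusted p under 0.01 there were 120, fewer than chance alone gives, and with cyclic loess the calls were 18 higher and 23 lower. The number of called genes was larger when conventional long replicate 3 (92), 4 (64), conventional short replicate 3 (82) or 4 (63) was left out.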

Remarkably, the majority of affected genes were uniquely and differently regulated by either short- or long-chain β2→1-fructans (Figures 2B,C). There was only a minimal overlap in the induced responses by these β2→1-fructans. One of these genes was galactoside 2-alpha-l-fucosyltransferase 2 (Fut2), an enzyme involved in glycosylation. It was among the top-10 most upregulated genes by both short- and long-chain β2→1-fructans (Figure 2D). 

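Against water, 12 genes were called in the same direction after both β2→1-fructans and 0 in opposite directions. The 3 that were higher after both were B3gnt7, an N-acetylglucosaminyltransferase gene, Tac1, which encodes the precursor of substance P, and Zcchc12. The 9 that were lower after both included Slc2a2, the carnosine dipeptidase gene Cndp1 (log2 fold change -0.46 and -0.43 after short-chain and after long-chain β2→1-fructan), the carboxylesterase gene Ces3a (-0.48 and -0.49) and the small nucleolar RNA gene Snord104 (-0.50 and -0.39). Gm6588, Olfr1324, Ppp4r4, Ttc39c and Zfp600 were the others. All of these genes but Cndp1 and Gm6588 lost 1 of their calls or both in some fit without 1 mouse, and further losses came after short-chain β2→1-fructan for Zfp600 with cyclic loess or array weights and for B3gnt7 with 12 arrays, 8 arrays or array weights, and after long-chain β2→1-fructan for Snord104 with cyclic loess, for B3gnt7 with 12 arrays and for Ttc39c with a common prior, cyclic loess, dim genes left out or averaged probe sets. If the calls after each fructan were independent, 0.0445 genes would be expected in both among those higher and 0.0744 among those lower (Fisher's exact test, p = 1.2e-05 and p = 2.0e-17). Both comparisons share the same water mice, and of 100 simulated data sets without a treatment effect, 19 were at or above the measured overlap. Their mean overlap of 11.75 genes (range 0 to 228) was raised by draws with large overlaps. On average they called 63.88 genes after short-chain and 108.65 after long-chain β2→1-fructan, against 77 and 59 measured, so that the overlaps are not on the same scale. When each fructan was given 2 of the 4 water mice, the overlap was 3 to 4 genes, with a mean of 3.33 over 6 assignments against 0.277 expected of independent calls. Across genes, which are not independent replicates, the log2 fold changes after the fructans correlated with r of 0.57, against a mean of 0.48 in the simulated data sets. The overlap was larger without conventional water replicate 4 (27).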

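Fut2 (probe set 10563350, chromosome 7 of GRCm38 from 45648591 to 45666394), which adds the terminal α1,2-fucose of mucosal glycans, was 2.01-fold higher after short-chain β2→1-fructan than on water (log2 fold change 1.01, standard error 0.21, adjusted p = 0.27 in limma). Mean log2 values of Fut2 were 7.17 ± 0.50 after short-chain β2→1-fructan, 6.74 ± 0.26 after long-chain β2→1-fructan and 6.16 ± 0.51 on water (SD, n = 4 each). The exact permutation p over mice for short-chain β2→1-fructan against water was 0.086. With long-chain β2→1-fructan, Fut2 was 1.49-fold above water (log2 fold change 0.58, standard error 0.21, adjusted p = 0.86 in limma), which did not pass the threshold for p. It passed with only the 8 arrays of both groups, after cyclic loess, with array weights, and without conventional water replicate 2, conventional water replicate 3 or conventional long replicate 3. Of 14 genes of fucosylation and mucin glycosylation, 2 rose after short-chain β2→1-fructan, Fut2 and B3gnt7, and 2 when adjusted over the list alone, while the other 12 did not pass, among them the core 1 galactosyltransferase gene C1galt1 (log2 fold change 0.18, standard error 0.079). The list had a mean log2 change of 0.16 (camera, adjusted p = 3.2e-04, and adjusted p = 0.29 with an estimated correlation). Fut2 and B3gnt7 are shown by the study from these samples, and without them the mean of the other 12 was 0.068 (adjusted p = 0.039, and adjusted p = 0.58 with an estimated correlation). With long-chain β2→1-fructan, 1 member rose, B3gnt7, and 0 passed when adjusted over the list alone. The mean log2 change was 0.10 (camera, adjusted p = 0.021, and adjusted p = 0.44 with an estimated correlation), a call that ended when conventional water replicate 1 (0.078), conventional long replicate 1 (0.075) or 3 (0.091) was left out and without Fut2 and B3gnt7, where the mean was 0.034 (adjusted p = 0.25).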

Recently, it has been demonstrated that Fut2 is upregulated by microbiota-dependent stimulation of IL-22 production by type 3 innate lymphoid cells, which in turn stimulates colonization resistance against pathogens (30). That IL-22 is regulated by both short- and long-chain β2→1-fructans was further confirmed by the observation that (i) genes known to be upregulated in epithelial cells by IL-22 (31) were strongly enriched in the top-10 most upregulated genes (Figure 2D) and (ii) that several of these genes clustered together after hierarchical cluster analysis (Figure 2C). However, short-chain β2→1-fructan seemed to induce a stronger response, reflected by higher expression of microbiota-dependent genes such as Fut2, SAA1, Retnlb, and Duox2 (Figures 2C,D). 

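Of 17 measured epithelial genes known to be induced by IL-22, 3 rose after short-chain β2→1-fructan, Fut2, Retnlb and Duox2, and the other 14 did not pass, with 3 when adjusted over the list alone. Members that did not pass included the serum amyloid gene Saa3 (log2 fold change 0.48, standard error 0.23), Duoxa2, which encodes the maturation factor of Duox2 (0.54, standard error 0.28), and the cytokine signalling inhibitor gene Socs3 (-0.47, standard error 0.33). In mice given long-chain β2→1-fructan, 1 of these genes rose, Tifa, an adaptor of NF-κB signalling that was 1.77-fold higher (log2 fold change 0.82, standard error 0.24, adjusted p = 0.79 in limma), with 1 when adjusted over the list alone. The list had a mean log2 change of 0.21 after short-chain β2→1-fructan (camera, adjusted p = 3.4e-04, and adjusted p = 0.29 with an estimated correlation). For long-chain β2→1-fructan the mean was 0.19 (camera, adjusted p = 0.0014, and adjusted p = 0.36 with an estimated correlation). The mean centred log2 value of the list in each mouse was 0.11, 0.54, 0.66 and 0.19 on water, 0.71, 0.76, 0.30 and 0.58 after short-chain and 0.65, 0.55, 0.52 and 0.53 after long-chain β2→1-fructan (exact permutation p = 0.20 for short-chain and 0.37 for long-chain β2→1-fructan against water). Of the 13 genes of the IL-22 list that the study does not name, 0 rose after either fructan, also when adjusted over the list alone, with a mean log2 change of 0.062 after short-chain (camera, adjusted p = 0.14) and 0.14 after long-chain β2→1-fructan (adjusted p = 0.028, and adjusted p = 0.44 with an estimated correlation). Without conventional water replicate 1, the mean of the whole list was 0.13 after short-chain β2→1-fructan (adjusted p = 0.039), and its call after long-chain β2→1-fructan ended (0.10), while the call of the 13 genes ended when conventional water replicate 1 (0.086), 4 (0.074), conventional long replicate 1 (0.11) or 2 (0.12) was left out and with cyclic loess, and their mean was 0.20 (adjusted p = 0.0050) without conventional water replicate 3, where that of the whole list was 0.28. The call of Tifa ended when conventional water replicate 1 (0.53) or conventional long replicate 1 (0.64) was left out. From the enrichment of these genes among those with the largest increases and from their clustering, the paper concludes that both β2→1-fructans regulate IL-22.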

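Retnlb (probe set 10436087, chromosome 16 of GRCm38 from 48816856 to 48818892) was 2.19-fold higher after short-chain β2→1-fructan than on water (log2 fold change 1.13, standard error 0.30, adjusted p = 0.84 in limma) and 2.42-fold lower after long-chain than after short-chain β2→1-fructan (log2 fold change -1.27, standard error 0.30, adjusted p = 1.00 in limma). Every mouse given long-chain β2→1-fructan was below every mouse given short-chain β2→1-fructan for Retnlb (exact permutation p = 0.029). Mean log2 values of Retnlb were 4.62 ± 0.92 on water, 5.75 ± 0.62 after short-chain and 4.48 ± 0.38 after long-chain β2→1-fructan (SD, n = 4 each). Between the fructans, Fut2 had a log2 fold change of -0.43 (standard error 0.21), which did not pass. Duox2 (probe set 10486956, chromosome 2 of GRCm38 from 122279246 to 122298740), which encodes an epithelial oxidase that makes hydrogen peroxide, was 1.49-fold higher after short-chain β2→1-fructan than on water (log2 fold change 0.57, standard error 0.20). It had a log2 fold change of -0.41 between long- and short-chain β2→1-fructan (standard error 0.20), which did not pass. SAA1 itself was not analysed here, and a probe set shared by several serum amyloid A genes (10563611) was 2.83-fold higher after short-chain β2→1-fructan than on water (standard error of the log2 fold change 0.32, adjusted p = 0.42). The same probe set had a log2 fold change of 0.17 for long-chain β2→1-fructan against water (adjusted p = 0.99) and of -1.33 between long- and short-chain β2→1-fructan (adjusted p = 1.00). Its log2 values were 8.28 ± 0.76 after short-chain β2→1-fructan and 6.78 ± 0.64 on water (SD, n = 4 each, exact permutation p = 0.057). Of the 17 IL-22-induced genes, 2 were higher, Tifa (log2 fold change 0.72, standard error 0.24) and Socs3 (log2 fold change 0.99, standard error 0.33), and 1 was lower, Retnlb, after long-chain than after short-chain β2→1-fructan, and the same numbers passed when adjusted over the list alone. The list as a whole had a mean log2 change of -0.025 between the fructans (camera, adjusted p = 0.79). The call of Duox2 ended with a common prior, with the 12 arrays of conventional mice, with the 8 arrays of both groups, with array weights, and when conventional water replicate 1 (0.56), 2 (0.60), 3 (0.60), 4 (0.53), conventional short replicate 1 (0.40), 2 (0.54) or 4 (0.45) was left out, and its log2 fold change was 0.90 without conventional short replicate 3. The calls of Tifa and Socs3 between the fructans ended with the 12 arrays, that of Tifa when conventional short replicate 3 (0.63), 4 (0.53), conventional long replicate 1 (0.54) or 3 (0.67) was left out and that of Socs3 when conventional short replicate 3 (0.85), 4 (0.89) or conventional long replicate 1 (0.80) was left out.

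**Figure D1:**
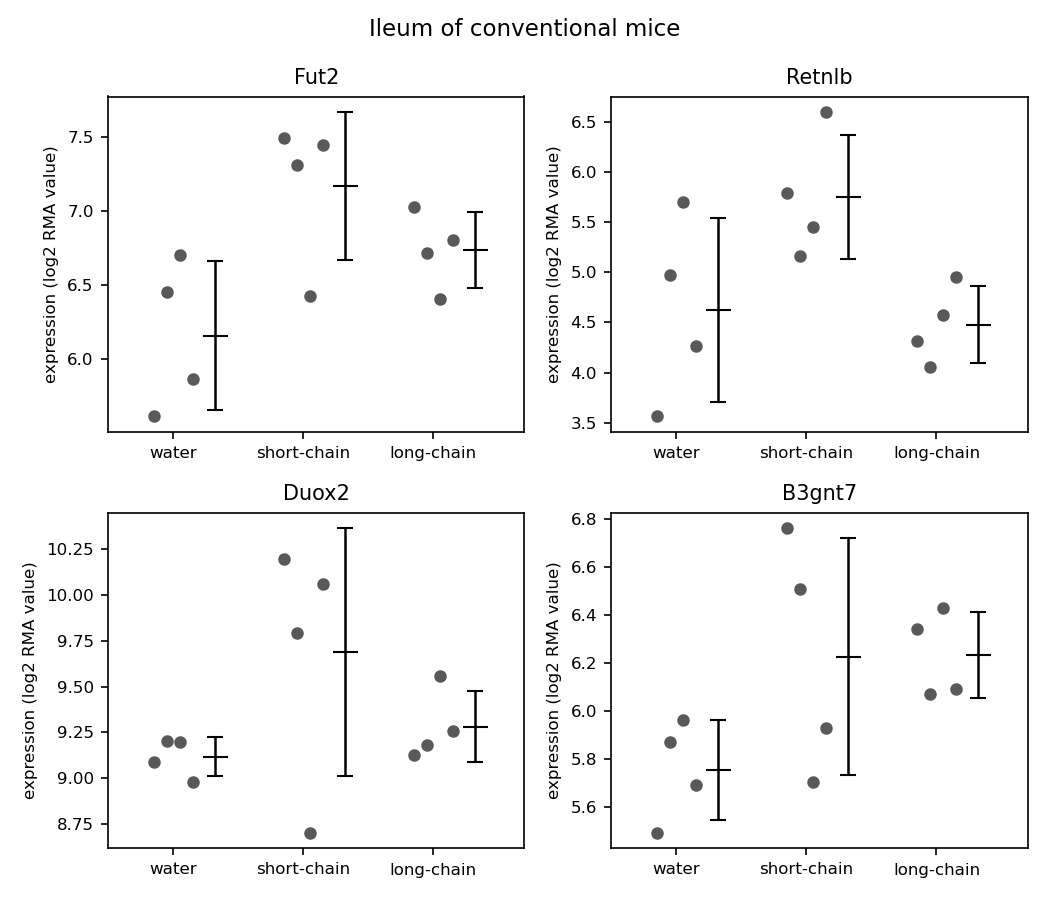
Expression of Fut2, Retnlb, Duox2 and B3gnt7 in the ileum of conventional mice given water, short-chain or long-chain β2→1-fructan, as log2 RMA values. Points are mice (n = 4 per group) and bars are mean ± SD; for Retnlb, the mice given long-chain β2→1-fructan all lie below those given short-chain β2→1-fructan.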

As upregulation of the IL-22-Fut2 axis is assumed to be gut microbiota dependent (30), these results suggest that the effects of β2→1-fructans on gene expression in the ileum are caused by differences in effects on gut microbiota. Therefore, we next studied and compared the microbiota composition in the mice treated with short- and long-chain β2→1-fructans.

**Figure 2:**
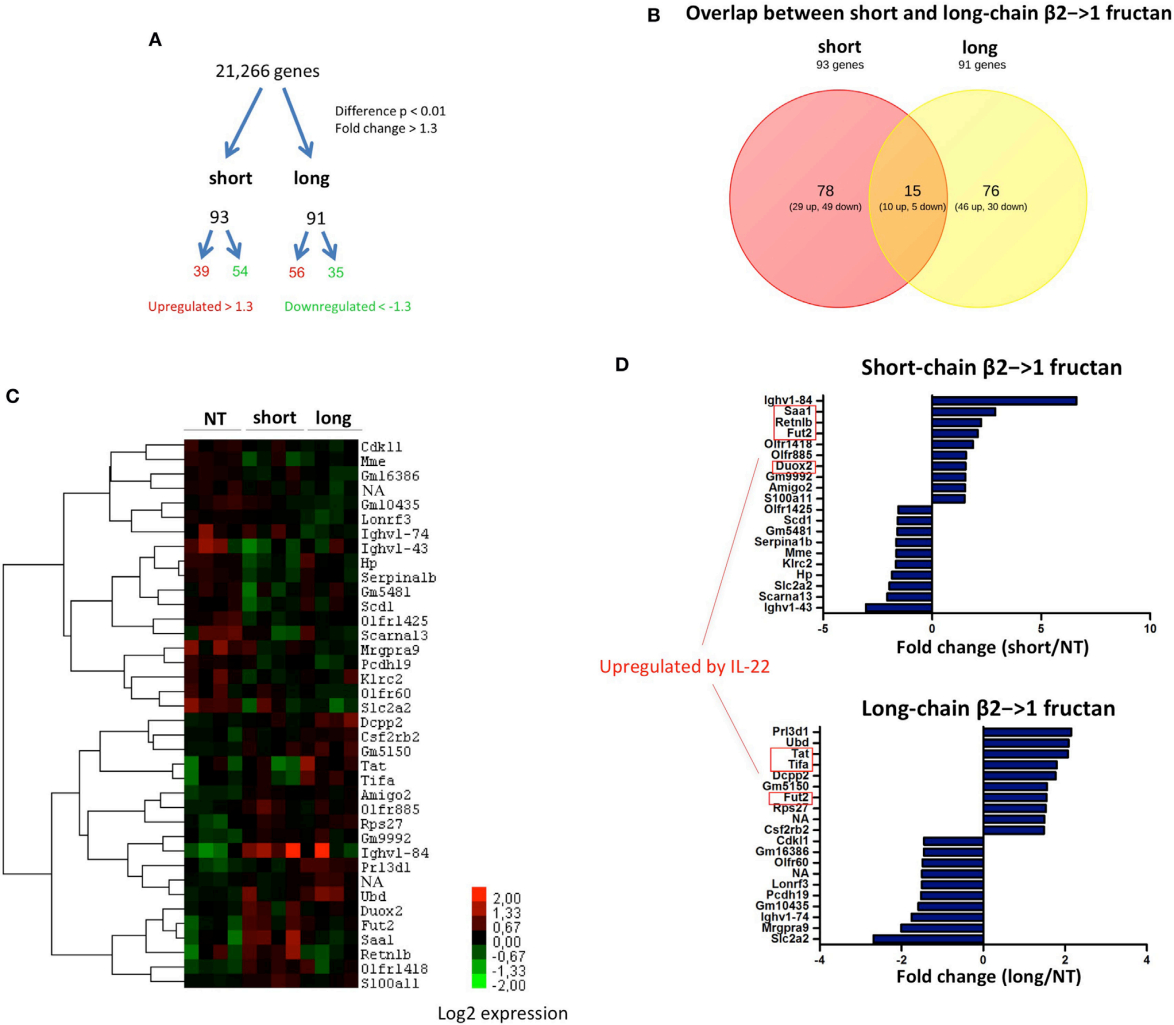
**Differential gene expression in the ileum after β2→1-fructan treatment**. Whole-genome gene expression in the ileum of C57BL/6 mice (*n* = 4 per group) treated with short-chain β2→1-fructans (short), long-chain β2→1-fructans (long), or water was assessed with Affymetrix GeneChip Mouse Gene 1.1 ST arrays. **(A)** Number of genes that were considerably differentially expressed (*p* < 0.01, fold-change > 1.3) after β2→1-fructan treatment compared to controls. **(B)** Overlap in the number of genes differentially expressed after treatment with short-chain β2→1-fructans or long-chain β2→1-fructans. **(C)** Hierarchical clustering heatmap for each individual mouse of the 40 genes that were most highly upregulated or downregulated after treatment with short-chain β2→1-fructans or long-chain β2→1-fructans. **(D)** Gene expression relative to controls of the 10 most highly upregulated or downregulated genes after treatment with short-chain β2→1-fructans or long-chain β2→1-fructans. Genes previously shown to be induced by IL-22 are indicated (31).

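Among the 5 measured genes that the study marks as induced by IL-22, 3 rose after short-chain and 2 after long-chain β2→1-fructan, the latter Tifa and the tyrosine aminotransferase gene Tat (log2 fold change 1.02, standard error 0.35), and 3 and 3 when adjusted over the list alone. Their mean log2 changes were 0.56 (camera, adjusted p = 1.7e-05) and 0.49 (adjusted p = 5.9e-04), and both had an adjusted p of 0.29 with an estimated correlation. These genes were chosen by the study on these samples, so that their direction is not independent evidence. The call of these genes as a list after long-chain β2→1-fructan ended when conventional water replicate 1 (0.27) was left out, and their mean after short-chain β2→1-fructan was 0.34 (adjusted p = 0.010) without the same mouse. That of Tat ended with a common prior, with the 12 arrays of conventional mice, with the 8 arrays of both groups, and when conventional water replicate 1 (0.74), 4 (0.87), conventional long replicate 1 (0.65) or 4 (1.05) was left out.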

### Short- and Long-Chain β2→1-Fructans Did Not Alter Gut Microbiota Composition

As SFB promote production of IL-22 and upregulation of Fut2 (30), we first studied the ileum of short- and long-chain β2→1-fructan treated animals for possible differences in colonization by SFB (Figure 3A). Although we observed an overall higher density of microbiota after FISH staining (Figure 3B), especially in animals receiving short-chain β2→1-fructans, we never found SFB in the ileum in any sample. Also by applying 16S rDNA sequencing in fecal samples, we excluded promotion of SFB in the β2→1-fructans-treated mice (data not shown), which suggest that other mechanisms must be responsible for FUT2 upregulation.

**Figure 3:**
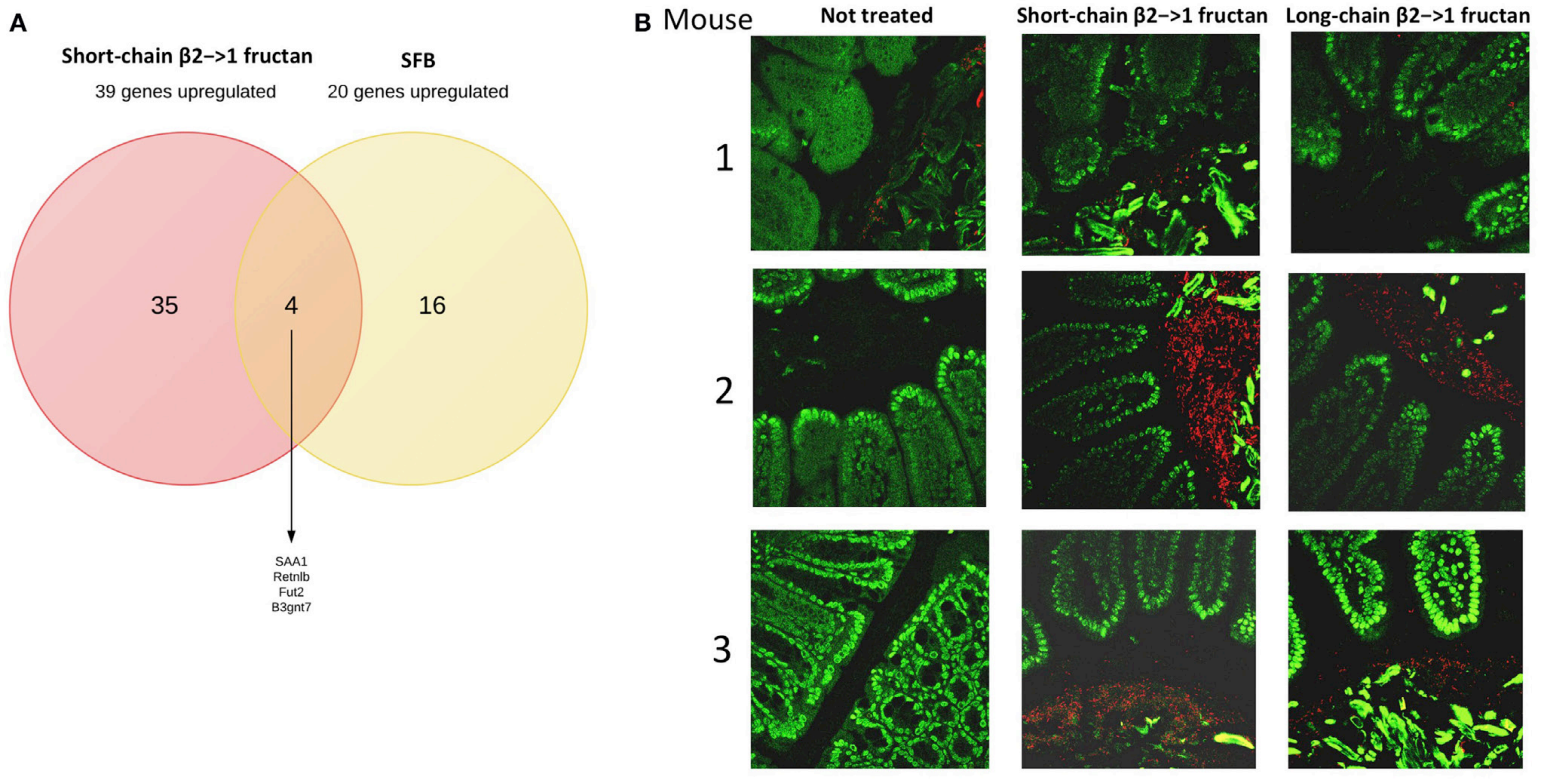
**β2→1-fructans stimulate expansion of bacteria in ileum**. **(A)** Overlap between the 39 most highly upregulated genes in the ileum by short-chain β2→1-fructans and the previously reported top-20 most upregulated genes (32) after segmented filamentous bacteria colonization. **(B)** Ileum sections of mice (*n* = 3 per group) treated with short-chain β2→1-fructans, long-chain β2→1-fructans, or water (not treated) were stained with the universal bacterial probe EUB338 (red) and DAPI (green) to visualize the gut microbiota and nuclei of epithelial cells, respectively.

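Among the 27 genes called higher after short-chain β2→1-fructan in conventional mice, Retnlb ranked 1, Fut2 2 and B3gnt7 13 by fold change. B3gnt7 (probe set 10348062, chromosome 1 of GRCm38 from 86303221 to 86307305), which extends mucosal glycan chains, was 1.39-fold higher after short-chain β2→1-fructan (log2 fold change 0.47, standard error 0.16, adjusted p = 0.84 in limma) and 1.39-fold higher after long-chain β2→1-fructan (log2 fold change 0.48, standard error 0.16, adjusted p = 0.86 in limma). Log2 values of B3gnt7 averaged 6.22 ± 0.49 after short-chain β2→1-fructan, 6.23 ± 0.18 after long-chain β2→1-fructan and 5.75 ± 0.21 on water (SD, n = 4 each). Every mouse given long-chain β2→1-fructan was above every water mouse (exact permutation p = 0.029), whereas the exact permutation p for short-chain β2→1-fructan was 0.17. Reg4, which encodes a secreted lectin of the regenerating family, ranked 8 and was 1.45-fold higher (log2 fold change 0.54, standard error 0.17), a call that ended when conventional water replicate 1 (0.40) or conventional short replicate 1 (0.41) was left out. Saa1 has no probe set of its own among the genes analysed, and the gene list of the earlier study was not used here. The call of B3gnt7 after short-chain β2→1-fructan ended with the 12 arrays of conventional mice, with the 8 arrays of both groups, with array weights, and when conventional water replicate 1 (0.38), 4 (0.45), conventional short replicate 1 (0.29) or 2 (0.38) was left out. After long-chain β2→1-fructan it ended with the 12 arrays and when conventional water replicate 1 (0.39), 4 (0.46), conventional long replicate 1 (0.44) or 3 (0.41) was left out.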

Since β2→1-fructans have been shown to modulate gut microbiota composition (10), we analyzed gut microbiota composition with 16S rDNA sequencing in fecal samples before and after treatment with the dietary fibers (Figure 4A). No significant differences were found in any specific bacterial group after treatment (data not shown). Moreover, in agreement with the SFB-specific FISH staining, SFB was not detected in any of the samples (data not shown). Redundancy analysis suggested that gut microbiota composition was similar between the groups before treatment, as expected (Figure 4B). The samples from the three groups posttreatment separated into three different clusters, suggesting that β2→1-fructans had some effect on the composition of the microbial community, but this separation was not significant (Figure 4B).

**Figure 4:**
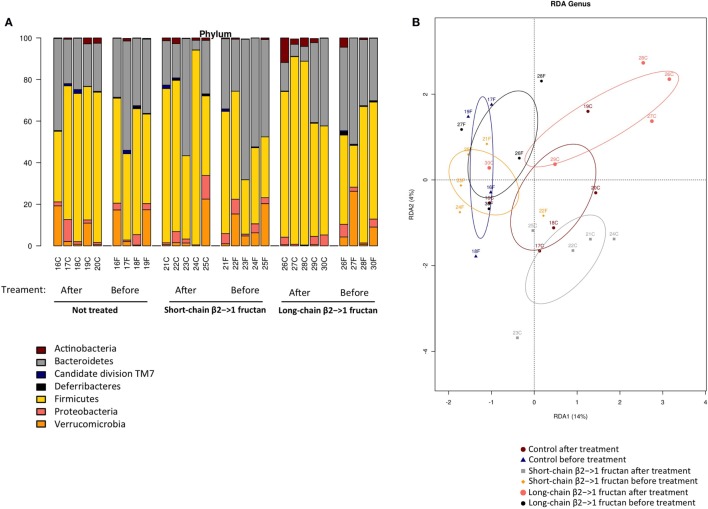
**β2→1-fructan treatment does not alter gut microbiota composition**. Fecal samples (*n* = 4–5 per group) were collected before or after treatment with short-chain β2→1-fructans, long-chain β2→1-fructans, or water (not treated/control). Bacterial DNA was isolated and analyzed with 16S rDNA sequencing. Numbers indicate individual mice before or after treatment, indicated with “F” and “C,” respectively. **(A)** Distribution of the different bacterial groups at the phylum level for all samples. **(B)** Redundancy analysis (RDA) for all samples at the genus level.

### β2→1-Fructans Are Degraded in the Gut But Do Not Induce Enhanced SCFA Production

Next, despite the absence of differences in microbiota composition between short- and long-chain β2→1-fructan-treated mice, we studied possible differences in immune active SCFA production as explanation for the observed immune differences. However, concentrations of butyrate, propionate, acetate, lactic acid, and succinic acid in cecal samples were not different, nor enhanced by the two β2→1-fructans (Figure 5B). As it might be suggested that this might be caused by lack of fermentation of the β2→1-fructans, we quantified the fructans in the colon and cecum of β2→1-fructan-treated mice by HPAEC. Both β2→1-fructans were undetectable, indicating completely utilization by the gut microbiota (Figure 5A, only plot of short-chain fructan is shown).

**Figure 5:**
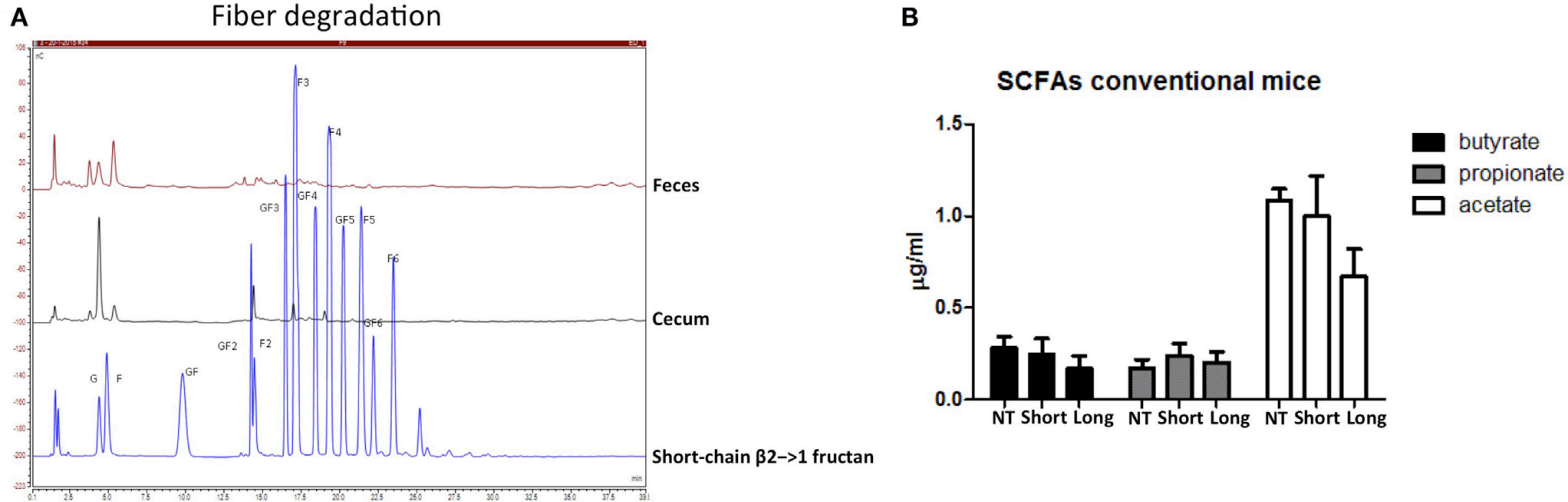
**β2→1-fructans are degraded in the gut but do not increase short-chain fatty acid (SCFA) levels**. **(A)** Colonic and cecal content of mice that received short-chain β2→1-fructans was analyzed with high-performance anion-exchange chromatography and compared to short-chain β2→1-fructan. **(B)** Cecal samples from mice (*n* = 5 per group) that received short-chain β2→1-fructans (short), long-chain β2→1-fructans (long), or water (NT) were analyzed with high-performance liquid chromatography to quantify butyric acid, propionic acid, acetic acid, lactic acid, and succinic acid. Lactic acid and succinic acid were not detected (data not shown).

### β2→1-Fructans Modulate Immune Responses in Germ-Free Mice

As we could not find pronounced difference in short and long-chain β2→1-fructans induced effects on microbiota or its degradation products, we determined and compared the impact of the two β2→1-fructans on the mucosal immunity in germ-free mice.

As expected, β2→1-fructans were not degraded in the intestine of germ-free mice (Figure 6A), and no SCFAs could be detected (data not shown). Analysis of immune cells population in the PPs, MLNs, and spleens was performed in the same fashion as in conventional mice. Th1, Th2, Th17, and Treg cells were not influenced by β2→1-fructans in the absence of microbiota (data not shown). In contrast, we did observe effects on B-cells and DCs in β2→1-fructan-treated germ-free mice, and the effects were DP dependent. Long-chain β2→1-fructans induced enhanced numbers of IgD^lo^IgM^hi^ B-cells in the MLNs (*p* < 0.05, Figure 6B) but not in the PPs or spleen (data not shown), while short-chains did not have such an effect. DCs in PPs were only modulated by short-chain β2→1-fructans as expression of the activation marker CD80 was lower in PP DCs that did not express CD11b or CD103 (*p* < 0.05) (Figure 6C). Only graphs of regulated cells are shown.

**Figure 6:**
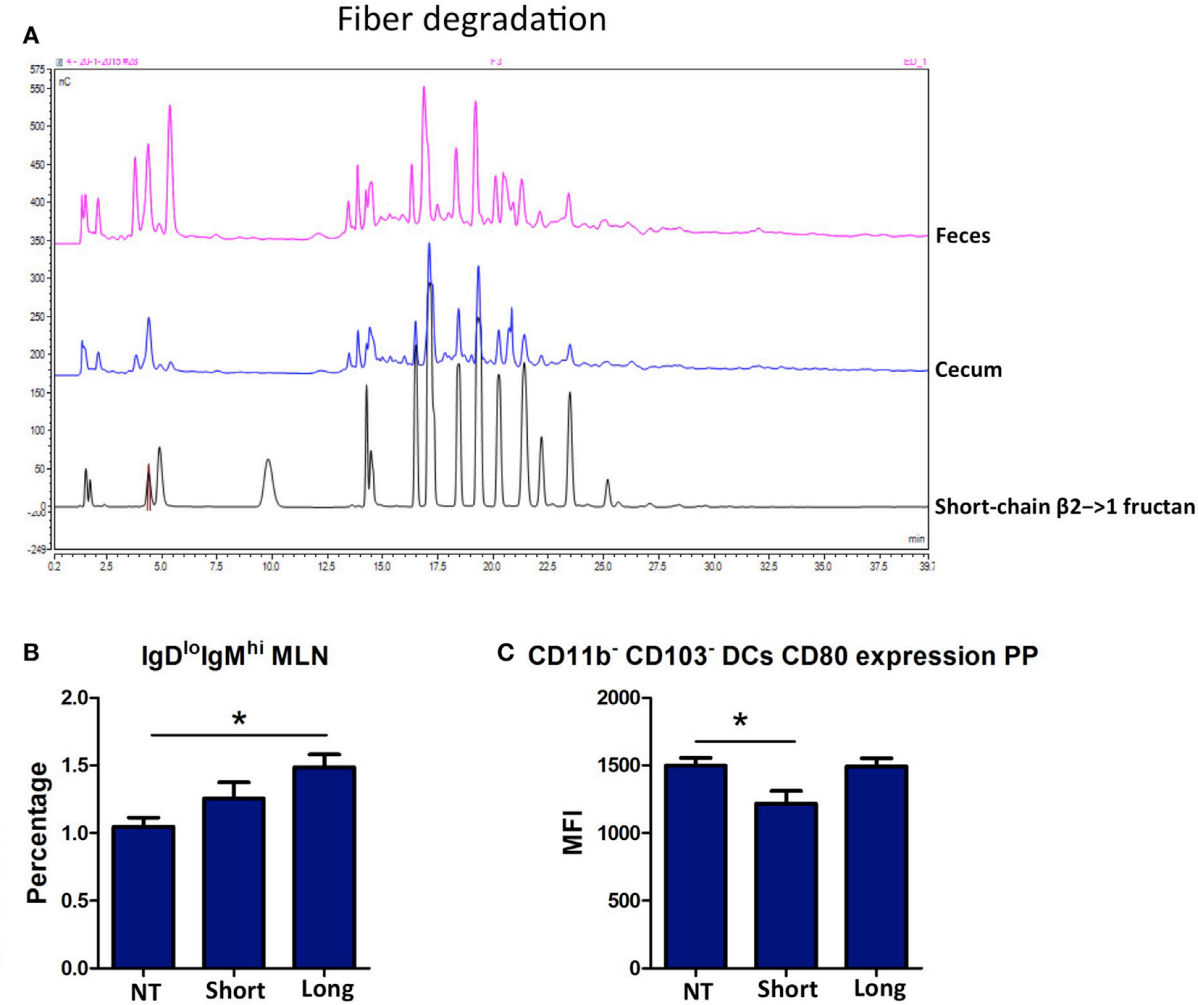
**β2→1-fructans modulate the immune system in germ-free mice**. **(A)** Colonic and cecal content derived from germ-free mice that received short-chain β2→1-fructans was analyzed with high-performance anion-exchange chromatography and compared to short-chain β2→1-fructan. **(B)** Percentage of IgD^lo^IgM^hi^ cells among CD19^+^B220^+^ B-cells in the mesenteric lymph nodes of mice (*n* = 5 per group) after receiving short-chain β2→1-fructans (short), long-chain β2→1-fructans (long), or water (NT). In addition, in the Peyer’s patches (PPs) of theses mice CD80 expression as measured by the median fluorescence intensity (MFI) is shown for CD11b-CD103-dendritic cells **(C)**. Data are expressed as means, error bars represent SEM, and *p < 0.05.

### Microbiota-Independent β2→1-Fructan-Induced Changes in Gene Expression in the Ileum

Also, the ileum of β2→1-fructan treated germ-free mice was studied by whole-genome expression with microarray. 

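Germ-free C57BL/6OlaHsd mice received water or the β2→1-fructans at the dose and for the time given to conventional mice. For these mice the short-chain β2→1-fructan was sterilized by filtration and the long-chain β2→1-fructan by irradiation, which according to the paper degraded some oligomers of high degree of polymerization, so that the long-chain preparation differed from the one given to conventional mice. In germ-free mice, a difference between the fructans therefore cannot be separated from the difference in sterilization. Each group held 4 mice with 1 array of ileal RNA each, normalized together with the arrays of conventional mice. Array medians were 4.92 to 4.98 on the log2 scale. The genes, lists, thresholds and the limma fit were those of the conventional groups, and the water groups of germ-free and conventional mice were compared in the same fit. The difference between germ-free and conventional mice in the effect of a fructan was tested as an interaction, germ-free minus conventional. Comparisons between the fructans, between the water groups and the interactions formed another family of 195 list tests.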

We found that both short- and long-chain β2→1-fructans modulate the gene expression in the ileum in the absence of the gut microbiota (Figure 7A). 

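In germ-free mice, 109 genes were called after short-chain β2→1-fructan against water, 77 higher and 32 lower. Fgf15 (probe set 10559373, chromosome 7 of GRCm38 from 144896532 to 144900953), the ileal hormone that is induced by the bile acid receptor FXR, was 6.48-fold lower (standard error of the log2 fold change 0.56, adjusted p = 0.34 in limma). The log2 value of Fgf15 was 4.61 ± 1.17 after short-chain β2→1-fructan and 7.31 ± 1.49 on water (SD, n = 4 each, exact permutation p = 0.057). Lrrc55, which encodes an auxiliary subunit of BK potassium channels, was 1.56-fold higher. The cation channel gene Trpa1 was 1.61-fold lower, and the claudin gene Cldn4, a tight junction component, was lower too. Inhba, which encodes a subunit of activin A, had a log2 fold change of -0.50 (standard error 0.13), and the zinc finger gene Zfp42 one of -0.59 (standard error 0.17). All 10 measured smooth muscle genes had a positive change, none was called at the fold threshold, and 8 passed when adjusted over the list alone, among them Synm (log2 fold change 0.35), the desmin gene Des (0.35) and the calponin gene Cnn1 (0.33). Their mean log2 change was 0.28 (camera, adjusted p = 1.5e-08, and adjusted p = 0.29 with an estimated correlation), and 0.12 (adjusted p = 0.0032) without germ-free water replicate 2. Of 9 genes of fibroblasts and matrix, 1 was called and 5 passed when adjusted over the list alone, with a mean of 0.23 (camera, adjusted p = 0.0010, and adjusted p = 0.44 with an estimated correlation), and of 6 adipocyte genes 0 and 0, with a mean of 0.66 (camera, adjusted p = 0.0012, and adjusted p = 0.48 with an estimated correlation). Both calls ended without germ-free water replicate 1 (0.17 and 0.36), and the mean of the adipocyte genes was 1.01 without germ-free water replicate 3. No gene passed Benjamini-Hochberg adjustment in limma, and 1075 genes had an unadjusted p under 0.05 (1094 with a common prior and 1113 with IBMT, where none passed either). The number of called genes was smaller or larger when germ-free short replicate 3 (61) or germ-free water replicate 3 (263) was left out.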

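With long-chain β2→1-fructan, 161 genes were called in germ-free mice against water, 79 higher and 82 lower. Tm4sf4, a membrane protein gene of the tetraspanin-like family, was 1.86-fold lower (log2 fold change -0.90, standard error 0.20), and the apolipoprotein L family gene Apol7a was 1.91-fold lower (log2 fold change -0.93, standard error 0.22). Ttc39c had a log2 fold change of -0.67 (standard error 0.15), with every treated mouse below every water mouse (exact permutation p = 0.029). Klk1b24, a kallikrein gene, was higher by 0.59 on the log2 scale, and Htr3b, which encodes a subunit of the serotonin receptor channel, 1.48-fold higher. Fgf15 was 3.97-fold lower (log2 fold change -1.99, standard error 0.56), a call that ended when germ-free water replicate 1 (-1.43) was left out. Of 15 proximal enterocyte genes, 14 had a negative change and 2 fell, the alkaline sphingomyelinase gene Enpp7 (log2 fold change -1.28, standard error 0.43) and Slc5a4b, of the sodium-glucose cotransporter family (log2 fold change -1.17, standard error 0.34), with 2 when adjusted over the list alone. The list had a mean log2 change of -0.54 (camera, adjusted p = 8.4e-07, and adjusted p = 0.29 with an estimated correlation), and -0.31 (adjusted p = 0.0039) without germ-free water replicate 1. Enpp7 and Slc5a4b are shown by the study from these samples, so that their direction is not independent evidence, and without genes that the study shows the remaining 11 had a mean log2 change of -0.47 (adjusted p = 2.4e-05, and adjusted p = 0.35 with an estimated correlation), or -0.24 without germ-free water replicate 1. Of 8 ileal enterocyte genes, 1 fell, Fgf15, and 4 passed when adjusted over the list alone, among them the ecto-5'-nucleotidase gene Nt5e (log2 fold change -0.79) and the bile acid binding protein gene Fabp6 (-0.16). Their mean log2 change was -0.45 and their median -0.17 (camera, adjusted p = 7.6e-05, and adjusted p = 0.29 with an estimated correlation), and without Fgf15, which the study also shows, the mean was -0.23 (adjusted p = 0.0012, and adjusted p = 0.40 with an estimated correlation). No gene passed Benjamini-Hochberg adjustment in limma with any prior, and 1644, 1585 and 1702 genes had an unadjusted p under 0.05. The call of Enpp7 ended with the 12 arrays of germ-free mice, with the 8 arrays of both groups, and when germ-free water replicate 1 (-0.77), 4 (-1.14), germ-free long replicate 2 (-0.83) or 3 (-1.30) was left out, that of Slc5a4b when germ-free water replicate 1 (-0.91), germ-free long replicate 2 (-0.97) or 3 (-1.01) was left out, and the number of called genes was larger without germ-free long replicate 1 (287) or germ-free water replicate 3 (271).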

First, the gene profiles of short-chain β2→1-fructan-treated germ-free animals were compared to that of treated mice with a conventional microbiome to determine unique microbiota-dependent and microbiota-independent effects. The same was done for long-chain β2→1-fructan. After that, we compared the DP-dependent effects in the germ-free animals.

**Figure 7:**
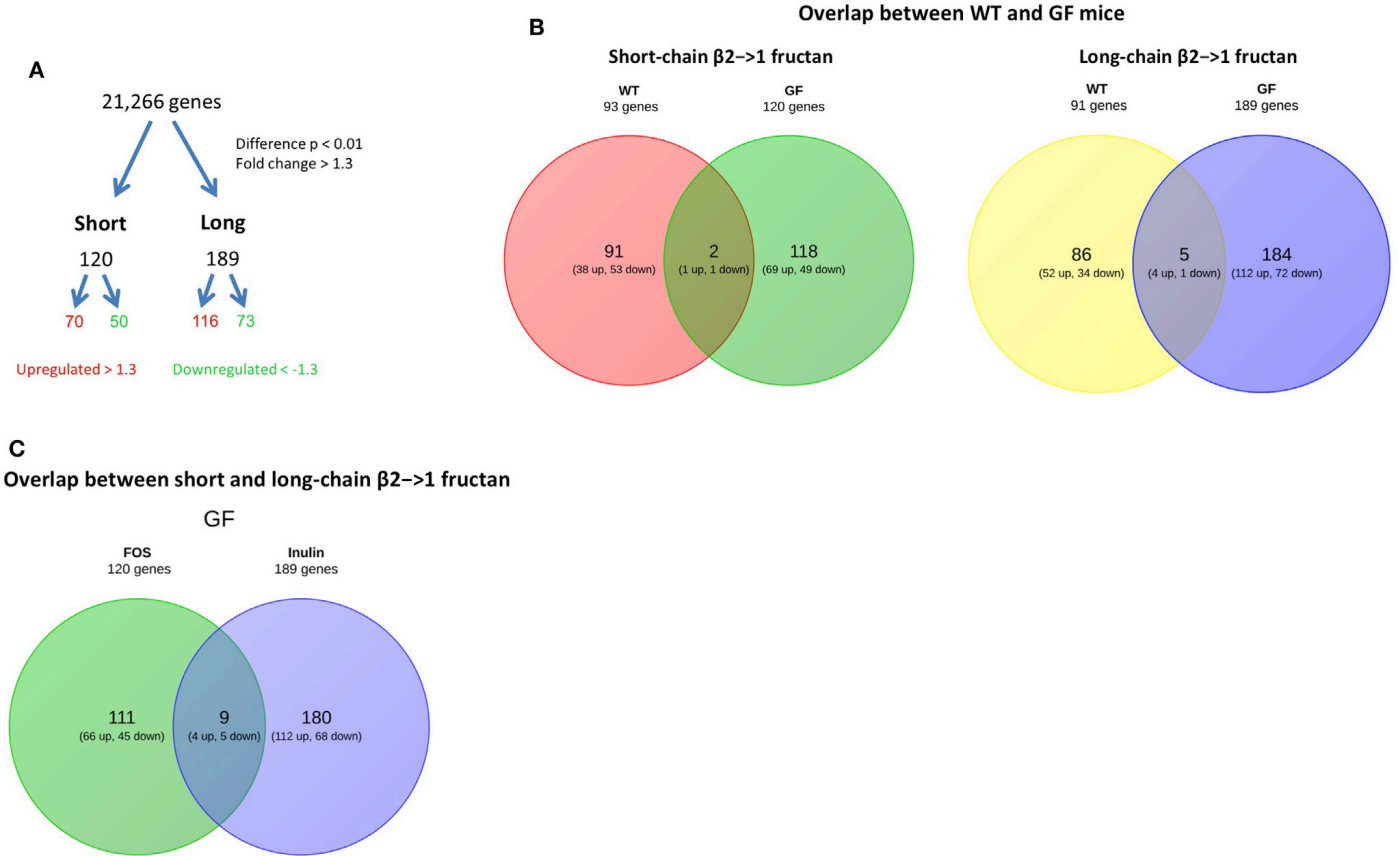
**β2→1-fructans induce differential gene expression in the ileum**. Whole-genome gene expression in the ileum of germ-free mice (*n* = 4 per group) treated with short-chain β2→1-fructans (short), long-chain β2→1-fructans (long), or water was assessed with Affymetrix GeneChip Mouse Gene 1.1 ST arrays. **(A)** Number of genes that were considerably differentially expressed (*p* < 0.01, fold-change > 1.3) after β2→1-fructan treatment compared to controls. **(B)** Overlap between conventional and germ-free mice in the number of genes differentially expressed after treatment with short-chain β2→1-fructans or long-chain β2→1-fructans. **(C)** Overlap in the number of genes differentially expressed in germ-free mice between short-chain β2→1-fructans and long-chain β2→1-fructans.

As shown in Figure 7B, there was only minor overlap between the genes affected in conventional and germ-free mice for both short and long-chain fructans, suggesting that β2→1-fructans modulate different pathways by direct interaction and by microbiota-dependent effects.

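After short-chain β2→1-fructan, 1 gene was called in the same direction in conventional and germ-free mice, AB124611 (log2 fold change 0.55 and 0.68). For long-chain β2→1-fructan these were 4 genes. Csf2rb2 was higher in both (log2 fold change 0.49 in germ-free mice), and the gluconeogenic enzyme gene Fbp1 (-0.50 and -0.46), the organic cation exporter gene Slc47a1 (-0.51 and -0.52) and Ttc39c were lower. Independent calls would share 0.110 higher genes after short-chain β2→1-fructan (Fisher's exact test, p = 0.10), and 0.130 higher and 0.122 lower genes after long-chain β2→1-fructan (p = 0.12 and p = 2.4e-04). Across genes, the log2 fold changes of conventional and germ-free mice correlated with r of -0.031 for short-chain and 0.23 for long-chain β2→1-fructan. The effect of short-chain β2→1-fructan differed between germ-free and conventional mice for 133 genes, 98 with a higher and 35 with a lower change in germ-free mice. The changes differed 2.84-fold for Hp, higher in germ-free mice. The interaction was 0.83 on the log2 scale for Defb37 (standard error 0.21), -1.04 for Duox2 (standard error 0.28) and -2.93 for Fgf15 (standard error 0.79). For Fut2 it was -0.88, a call that ended with replicate number as a block. For Retnlb it was -0.96 (standard error 0.42), which did not pass. For long-chain β2→1-fructan, 100 genes had an interaction, among them the aquaporin gene Aqp6 (0.62) and the mismatch repair gene Msh5 (-0.65). No interaction passed Benjamini-Hochberg adjustment in limma with any prior, and 1025 genes for short-chain and 704 for long-chain β2→1-fructan had an unadjusted p under 0.05 (1050 and 758 with a common prior, 1071 and 739 with IBMT). At an unadjusted p under 0.01, 174 genes had an interaction for short-chain β2→1-fructan (190 with a common prior and 181 with IBMT) and 115 for long-chain β2→1-fructan (134 and 124), all near or below the number given by chance alone. The call of AB124611 in conventional mice ended without any 1 of the 8 mice and with a common prior, dim genes left out or replicate blocks, that of Csf2rb2 in germ-free mice with the 12 arrays, that of Ttc39c in conventional mice with 4 settings, and that of Fbp1 with the 12 arrays of conventional mice and, in germ-free mice, with a common prior, cyclic loess, array weights or replicate blocks. Each of the 4 genes shared after the long chain lost calls in fits without 1 mouse, the overlap after long-chain β2→1-fructan was smaller without conventional water replicate 1 (2), 2 (2), germ-free long replicate 2 (0), 3 (2) or germ-free water replicate 1 (2), and the interaction of short-chain β2→1-fructan was called for more genes without germ-free water replicate 3 (215).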

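In germ-free mice, 9 genes were called in the same direction after both β2→1-fructans and 0 in opposite directions. Fgf15 and Trpa1 were lower after both, with a log2 fold change of -0.52 for Trpa1 after long-chain β2→1-fructan (standard error 0.16). The cornified envelope gene Lce3c had log2 fold changes of -0.45 and -0.43 after short-chain and after long-chain β2→1-fructan. Lrg1, which encodes a secreted leucine-rich glycoprotein, was higher after both (0.42 and 0.53), as were the synuclein gene Sncg (0.39 and 0.38), the mitochondrial carrier gene Slc25a27 (0.43 and 0.39), Fam180a and Usp17ld. The olfactory receptor gene Olfr608 was lower after both. Independent calls would share 0.323 higher and 0.139 lower genes (Fisher's exact test, p = 1.8e-05 and p = 1.1e-05). With the shared water mice and no treatment effect, simulated data sets had a mean overlap of 22.16 genes (range 0 to 234), and 32 of 100 reached the measured overlap. This mean too was raised by draws with large overlaps. With separate pairs of water mice for each fructan, 0 to 3 genes were shared, with a mean of 1.5 against 1.36 expected of independent calls. The r of log2 fold changes across genes was 0.32, against 0.48 on average in the simulated data sets. The overlap was smaller or larger when germ-free long replicate 3 (4), 4 (5), germ-free short replicate 4 (4), germ-free water replicate 2 (21), 3 (41) or 4 (19) was left out, and 1 call or both of each of the genes ended in some fit without 1 mouse. Other settings ended calls after short-chain β2→1-fructan of Fam180a (12 or 8 arrays), Olfr608 (12 arrays), Lce3c and Lrg1 (cyclic loess), Sncg (8 arrays, cyclic loess, array weights) and Usp17ld (6 settings). After long-chain β2→1-fructan they ended those of Trpa1 (8 arrays), Fam180a, Olfr608, Slc25a27 and Sncg (12 arrays, 8 arrays, array weights) and Lce3c (8 arrays, dim genes left out, array weights, replicate blocks), and none of Fgf15.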

Strikingly, when studying DP-dependent effects in the mice there was also minimal overlap between differential gene expression induced by short and the long-chain treated germ-free mice (Figure 7C). This illustrates that similarly to what we observed in conventional mice, chain-length of β2→1-fructans is key in determining the type of induced response.

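The fructans were also compared directly in germ-free mice, where 265 genes were called, 139 higher and 126 lower after long-chain than after short-chain β2→1-fructan. Sterilization also differed, filtration for the short and irradiation for the long chain, so that this comparison cannot separate chain length from sterilization. The small nucleolar RNA gene Snora61 was 1.96-fold higher (log2 fold change 0.97, standard error 0.26) and BB014433 was 1.59-fold higher (log2 fold change 0.67, standard error 0.12). The apolipoprotein L family gene Apol7c was 1.83-fold lower (log2 fold change -0.87, standard error 0.21) and AB124611 was 1.74-fold lower (log2 fold change -0.80, standard error 0.20). The small RNA methyltransferase gene Henmt1 was 1.55-fold higher, a call that ended when its probe sets were averaged (0.28). None of 10 PPAR-α target genes was called, all 10 had a negative change, and 4 passed when adjusted over the list alone. Their mean log2 change was -0.34 (camera, adjusted p = 2.2e-05, and adjusted p = 0.24 with an estimated correlation), and -0.22 without germ-free long replicate 2 (adjusted p = 0.0016). Of 15 proximal enterocyte genes, 1 was lower, Slc5a4b, and 0 when adjusted over the list alone, with a mean log2 change of -0.43 (camera, adjusted p = 6.4e-04, and adjusted p = 0.35 with an estimated correlation). Genes of T helper subsets, 14 measured with 12 positive and none called in either way of adjusting, had a mean log2 change of 0.15 (camera, adjusted p = 0.0054, and adjusted p = 0.073 with an estimated correlation). For 11 proliferation genes, of which none was called or passed when adjusted over the list alone, it was 0.14 (camera, adjusted p = 0.0052, and adjusted p = 0.42 with an estimated correlation). In both of these lists, the mean of every mouse given long-chain β2→1-fructan was above that of every mouse given short-chain β2→1-fructan (exact permutation p = 0.029). No gene passed Benjamini-Hochberg adjustment in limma with any prior, 2392, 2305 and 2453 genes had an unadjusted p under 0.05, and the number of called genes was larger without germ-free long replicate 1 (455).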

### Long-Chain β2→1-Fructan Modulates B-Cell Response in Germ-Free Mice

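Genes with large changes after 1 of the fructans in germ-free mice were compared between the fructans. They were chosen on the same arrays, which favours a difference from the other fructan, so that these calls are not independent evidence of specificity. No gene passed Benjamini-Hochberg adjustment in limma between the fructans (smallest adjusted p = 0.12). Lrrc55 had log2 fold changes against water of 0.65 after short-chain and 0.25 after long-chain β2→1-fructan, with a difference of -0.40 (standard error 0.12), which was called. For Cldn4 they were -0.58 after short-chain and -0.15 after long-chain β2→1-fructan, with a difference of 0.43 (standard error 0.14), also called, and for the orphan receptor gene Gprc5a -0.71 after short-chain and -0.030 after long-chain β2→1-fructan, with a difference of 0.68 (standard error 0.23). Slc5a4b had log2 fold changes of -0.080 after short-chain and -1.17 after long-chain β2→1-fructan, with a difference of -1.09 (standard error 0.34), which was called. Oxtr, the oxytocin receptor gene, had log2 fold changes of 0.99 after short-chain and 0.19 after long-chain β2→1-fructan, with a difference of -0.81 (standard error 0.33), which did not pass. For Retnla, which encodes RELMα, they were 0.58 after short-chain and 0.10 after long-chain β2→1-fructan, with a difference of -0.48 (standard error 0.17). Trpa1 differed between the fructans by 0.17 (standard error 0.16), which did not pass. The levels of Oxtr were 5.95 ± 0.36 after short-chain β2→1-fructan, 5.14 ± 1.01 after long-chain β2→1-fructan and 4.96 ± 0.75 on water (log2, SD, n = 4 each). The calls of Lrrc55 and Slc5a4b between the fructans ended with the 12 arrays of germ-free mice, that of Slc5a4b also when germ-free short replicate 2 (-0.95), 3 (-0.90), germ-free long replicate 2 (-0.89) or 3 (-0.93) was left out, that of Gprc5a with a common prior and that of Retnla with a common prior or array weights. Against water, the call of Oxtr ended with the 12 arrays and when germ-free water replicate 1 (0.77), 4 (0.81) or germ-free short replicate 3 (0.83) was left out, that of Retnla when germ-free water replicate 4 (0.52) or germ-free short replicate 3 (0.47) was left out and that of Gprc5a when germ-free water replicate 1 (-0.67), 2 (-0.61), 3 (-0.61), germ-free short replicate 1 (-0.64) or 3 (-0.62) was left out.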

A heatmap of the 40 most differentially expressed genes in the ileum of germ-free mice after treatment with short or irradiated long-chain inulin further confirmed the presence of gene clusters specifically modulated by either short- and long-chain β2→1-fructan (Figure 8A). In particular, long-chain β2→1-fructan seemed to modulate B-cell responses, since several genes involved in antibody production were differentially expressed, including a strong upregulation of IgD and CD20 (Figure 8B). These data correspond to the flow cytometry data, where we observed an increase in IgD^lo^IgM^hi^ B-cells in the MLNs of germ-free mice after inulin treatment.

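Of 18 measured markers of mature naive B cells, 7 rose in germ-free mice after long-chain β2→1-fructan against water and 11 did not pass, with 8 when adjusted over the list alone. Their signals were low, with 1 of the 18 above the median gene on water and 3 after long-chain β2→1-fructan. On water, the mean of Ms4a1 was below the 30th percentile of the germ-free arrays (3.62 to 3.66). Ms4a1 (probe set 10466172, chromosome 19 of GRCm38 from 11249679 to 11266149), which encodes CD20, was 1.78-fold higher (log2 fold change 0.83, standard error 0.24, adjusted p = 0.35 in limma). Ms4a1 had mean log2 values of 4.31 ± 0.78 after long-chain β2→1-fructan, 3.45 ± 0.17 after short-chain β2→1-fructan and 3.48 ± 0.26 on water (SD, n = 4 each, exact permutation p = 0.11 for long-chain β2→1-fructan against water). The IgM receptor gene Fcmr was 1.52-fold higher (log2 fold change 0.60, standard error 0.15, adjusted p = 0.30 in limma), and Pax5 (probe set 10512669, chromosome 4 of GRCm38 from 44524748 to 44710694), the transcription factor of the B cell lineage, 1.44-fold higher (log2 fold change 0.53, standard error 0.13, adjusted p = 0.30 in limma). The complement receptor gene Cr2, the scaffold gene Bank1, the tetraspanin gene Cd37 and Cd79b, of the B cell receptor, had log2 fold changes of 0.54, 0.52, 0.46 and 0.44, while Fcrla (-0.23) did not pass. IgD was not analysed here. The list had a mean log2 change of 0.34 (camera, adjusted p = 1.5e-08, and adjusted p = 0.29 with an estimated correlation), and its 17 genes that the study does not name had one of 0.31 (adjusted p = 1.4e-07, and adjusted p = 0.31 with an estimated correlation), with 6 that rose and 6 when adjusted over the list alone. Per mouse, the mean of the list was -0.16, -0.20, 0.40 and 0.44 after long-chain β2→1-fructan and -0.25, -0.37, -0.18 and -0.088 on water (exact permutation p = 0.17), and only replicates 3 and 4 were above all other germ-free mice. Germ-free long replicate 4 stood apart on the fourth principal component of all arrays (score 25.7, others -8.0 to 6.0), and without it the mean log2 change of the list was 0.23 (adjusted p = 1.1e-04). Over the 12 germ-free mice, the list correlated with genes of follicle stroma and epithelium (r = 0.87) and with T cell genes (r = 0.52, deviations from group means). Between long- and short-chain β2→1-fructan, 6 of the 18 genes were higher (9 when adjusted over the list alone), among them the BAFF receptor gene Tnfrsf13c (log2 fold change 0.65, standard error 0.20), with a mean log2 change of 0.37 (camera, adjusted p = 7.3e-10, and adjusted p = 0.20 with an estimated correlation). The call of Ms4a1 ended with the 8 arrays of both groups and when germ-free long replicate 3 (0.63) or 4 (0.60) was left out, that of Cr2 with 12 or 8 arrays and when germ-free long replicate 3 (0.39) or 4 (0.36) was left out, that of Bank1 when germ-free long replicate 3 (0.47) or 4 (0.36) was left out, and that of Tnfrsf13c with 12 or 8 arrays and when germ-free short replicate 4 (0.55), germ-free long replicate 3 (0.43) or 4 (0.53) was left out, while the log2 fold change of Fcmr was 0.40 without germ-free long replicate 3. From the changes of genes involved in antibody production, IgD and CD20 among them, the paper proposes that long-chain β2→1-fructan modulates B-cell responses. It also relates them to its flow cytometry, which found more IgD loIgM hi B cells in mesenteric lymph nodes of germ-free mice given this fructan.

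**Figure D2:**
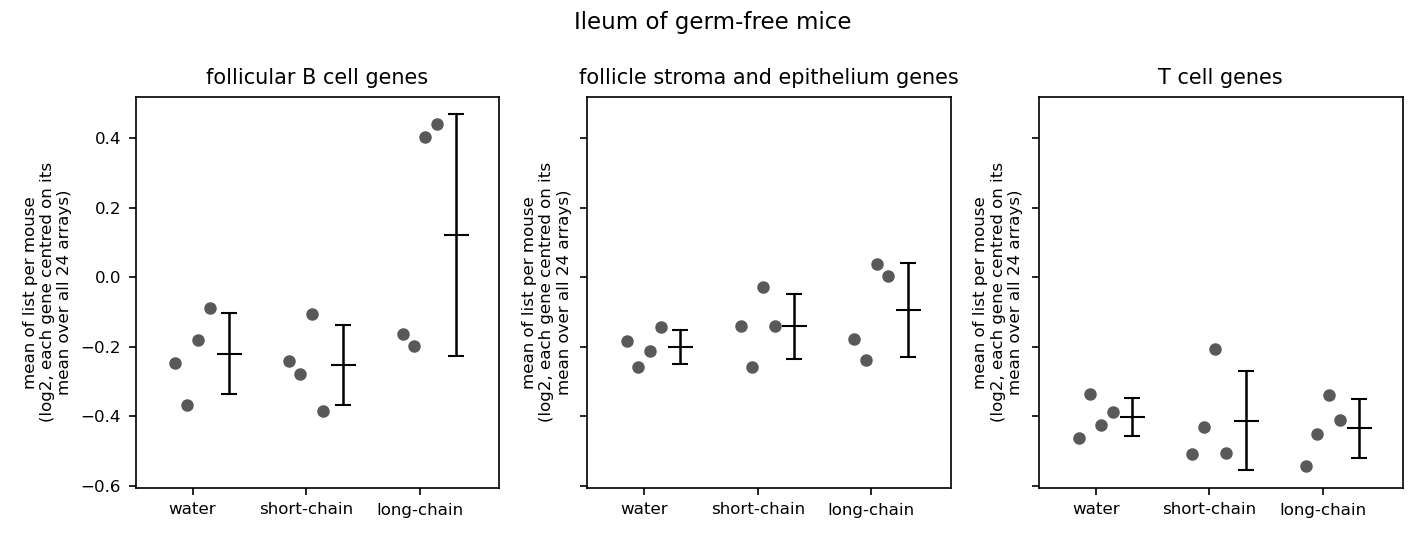
Mean centred log2 value per germ-free mouse of follicular B cell genes, of follicle stroma and epithelium genes and of T cell genes, after water, short-chain or long-chain β2→1-fructan. Points are mice (n = 4 per group) and bars are mean ± SD; for follicular B cell genes, long replicates 3 and 4 lie above all other mice.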

**Figure 8:**
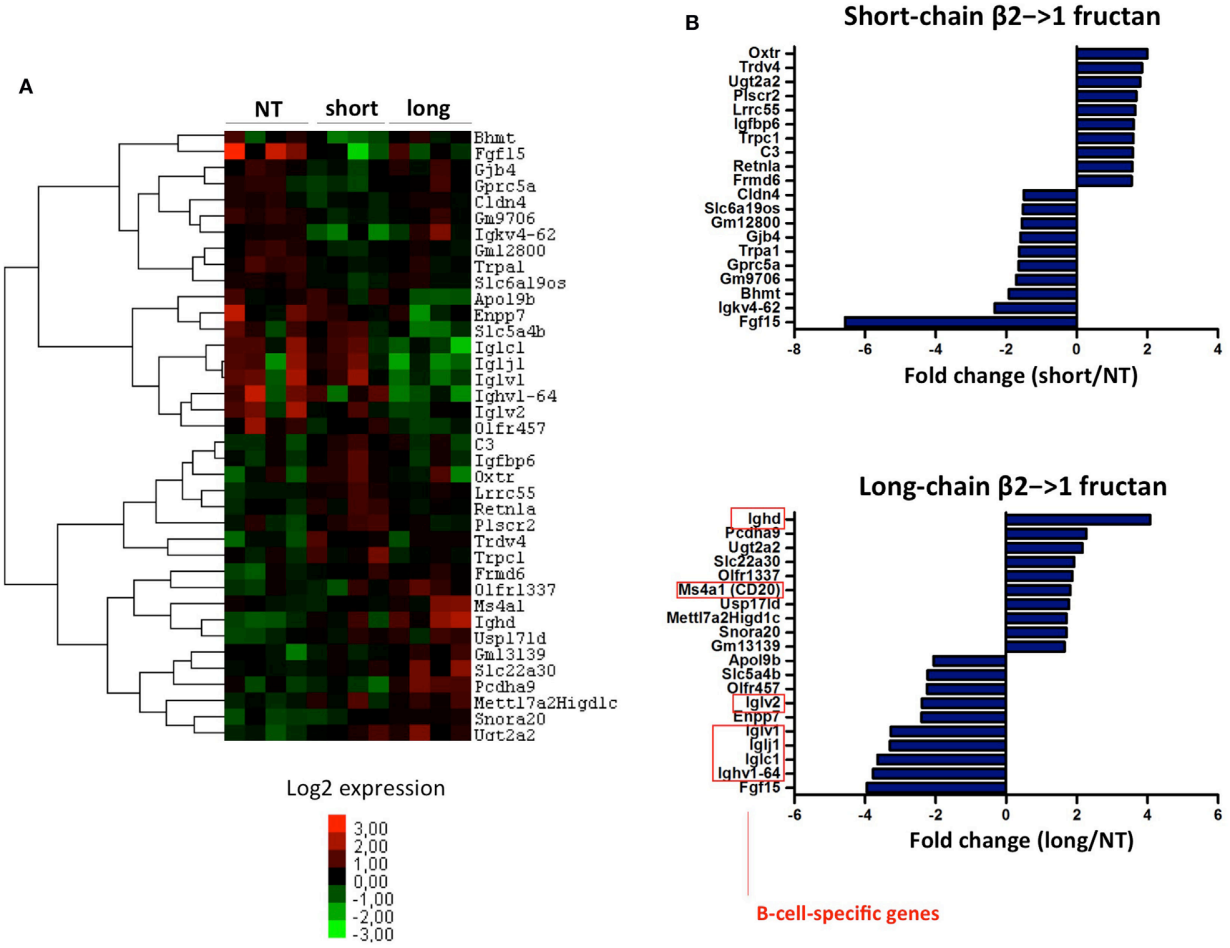
**Long-chain β2→1-fructans modulate B-cell responses**. **(A)** Hierarchical clustering heatmap for each individual germ-free mouse of the 40 genes that were most highly upregulated or downregulated after treatment with short-chain β2→1-fructans (short) or long-chain β2→1-fructans (long) compared to controls (NT). **(B)** Gene expression relative to controls (NT) of the 10 most highly upregulated or downregulated genes after treatment with short-chain β2→1-fructans (short) or long-chain β2→1-fructans (long). Affected genes after long-chain β2→1-fructan treatment that are specifically expressed by B-cells are indicated.

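Of 10 plasma cell genes, 1 fell in germ-free mice after long-chain β2→1-fructan against water, also when adjusted over the list alone, the chaperone gene Mzb1 (log2 fold change -0.59, standard error 0.19), and the list did not pass (mean -0.22, adjusted p = 0.16). The IgA heavy chain gene Igha had a log2 fold change of -0.91 (standard error 0.57), which did not pass. A probe set shared by several lambda light chain genes (10438405) had a log2 fold change of -1.38 (standard error 0.43), and another (10438415) one of -0.51 (standard error 0.28). Lists of T cell genes (mean -0.033, adjusted p = 0.79), of germinal centre genes (-0.021, adjusted p = 0.87) and of lymphoid follicle stroma and follicle-associated epithelium (0.11, adjusted p = 0.080) did not pass. Of 11 genes of follicle stroma and epithelium, 8 had a positive change, and none of the 13 T cell, 6 germinal centre and 11 stroma and epithelium genes was called or passed when adjusted over the list alone. The call of Mzb1 ended with the 8 arrays of both groups, with array weights and when germ-free water replicate 1 (-0.48), 2 (-0.49), germ-free long replicate 2 (-0.42) or 4 (-0.52) was left out.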

## Discussion

The structure–effector relationship between dietary fibers and health benefits *in vivo* is an area that deserves further exploration. Differences in immunomodulation by non-digestible dietary fibers is generally considered to depend on differences in stimulation of immunomodulatory bacteria and/or their fermentation products such as SCFA (33). Several studies have shown that a diet with a high content of non-digestible fiber leads to higher levels of SCFAs in the intestine (34). However, we did not observe any differences in SCFA levels after fructan treatment. Therefore, it seems unlikely that the observed effects are mediated by SCFAs. Possibly 5 days of treatment is too short to enhance SCFA production.

We recently demonstrated *in vitro* that the dietary fibers β2→1-fructans can activate immune cells directly in a chain-length dependent manner (15). Here, we demonstrate to the best of our knowledge for the first time that direct effects of dietary fibers on immunity also occur *in vivo*. Our germ-free mice study confirms that direct effects of β2→1-fructans are also *in vivo* chain-length dependent.

One of the major findings of our study is that the chain-length of β2→1-fructans is crucial in dictating the type of immune response *in vivo*. In conventional mice both fibers enhanced the number of Th1 cells in the PPs, but only short-chain β2→1-fructan treatment increased the number of Tregs and CD11b^−^CD103^−^ DCs in the MLNs. Therefore, our data seem to suggest that in response to short-chain β2→1-fructans CD11b^−^CD103^−^ DCs migrate from the LP to the MLN to induce Tregs. Also, the whole-genome gene expression data indicate stronger immune responses in the ileum after short-chain β2→1-fructan treatment compared to long-chain β2→1-fructans. These differences might reflect the fact that short-chain β2→1-fructans are fermented earlier and more readily in the gastro-intestinal tract than long-chain β2→1-fructans due to the shorter polymeric structure (35, 36). 

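Lists of immune genes were compared between long- and short-chain β2→1-fructan in the ileum of conventional mice, and a positive mean stands for higher expression after long-chain β2→1-fructan. Genes of the interferon-γ response and antigen presentation (15 measured, 0 called, 0 adjusted over the list alone) had a mean log2 change of 0.13 (camera, adjusted p = 0.0028, and adjusted p = 0.60 with an estimated correlation). The call ended when conventional short replicate 2 (0.060), 3 (0.064), conventional long replicate 2 (0.062) or 3 (0.049) was left out, and the mean was 0.31 without conventional short replicate 1, 0.20 without conventional long replicate 1 and 0.22 without conventional long replicate 4. Dendritic cell markers (11 measured, 0 called, 0 adjusted over the list alone) had a mean of 0.12 (camera, adjusted p = 0.023, and adjusted p = 0.29 with an estimated correlation), a call that ended when conventional short replicate 2 (0.10), 3 (0.098), 4 (0.12), conventional long replicate 2 (0.089) or 3 (0.12) was left out and with cyclic loess. T cell genes (13 measured, 0 called, 0 adjusted over the list alone) had a mean of 0.11 (adjusted p = 0.072), genes of T helper subsets (14, 1 called, 0 adjusted over the list alone) one of 0.044 (adjusted p = 0.60) and follicular B cell genes (18, 0 called, 0 adjusted over the list alone) one of 0.085 (adjusted p = 0.14). The chemokine receptor gene Cxcr3, found on T helper 1 cells, was 1.40-fold higher after long-chain β2→1-fructan (log2 fold change 0.48, standard error 0.17, adjusted p = 1.00 in limma), a call that ended with array weights and when conventional short replicate 1 (0.48), 2 (0.37), conventional long replicate 2 (0.42), 3 (0.51) or 4 (0.45) was left out. Plasma cell genes (10, 0 called, 0 adjusted over the list alone) had a mean of 0.079 (adjusted p = 0.83), macrophage genes (10, 0 called, 0 adjusted over the list alone) one of 0.031 (adjusted p = 0.53) and genes of intraepithelial lymphocytes and NK cells (12, 0 called, 0 adjusted over the list alone) one of 0.041 (adjusted p = 0.67). Pattern recognition receptors and NF-κB target genes (20, 0 called, 0 adjusted over the list alone) had a mean of -0.043 (adjusted p = 0.42). For interferon-stimulated genes (14, 0 called, 0 adjusted over the list alone) the mean was -0.040 (adjusted p = 0.52), 0.14 (adjusted p = 0.042) without conventional short replicate 4 and -0.19 (adjusted p = 0.0014) without conventional short replicate 2. The genes that the paper names for a stronger response after short-chain β2→1-fructan were lower after long-chain β2→1-fructan. Retnlb was called, and the shared serum amyloid A probe set had a log2 fold change of -1.33. Fut2 and Duox2 had negative changes that did not pass.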

The highest concentration of immune cells can be found in the ileum, where the mucus layer is much thinner compared to the colon (1). Several bacterial species that occupy this niche are known to interact with the immune system (37). Targeting these bacteria with relatively easily digestible short-chain β2→1-fructans might therefore be an effective strategy for modulation of immune responses.

A second, and very important finding is the demonstration of effects of β2→1-fructans on the immune system in the absence of the microbiota by using germ-free mice. In these mice, we observed a clear difference between short- and long-chain β2→1-fructan. These differences could be due to differential direct interactions with pattern recognition receptors such as TLRs on immune cells, as described previously (15). Long-chain β2→1-fructans, but not short-chain β2→1-fructans, induced strong modulation of B-cell responses in germ-free mice. Long-chain β2→1-fructans have been shown to activate TLR2 more strongly *in vitro* (15) and could have activated TLRs expressed on B-cells more strongly than for short-chain fructans *in vivo*. TLR ligands are well known for their ability to activate B-cells (38). Alternatively, long-chain β2→1-fructans could have activated B-cells in antigen-specific manner in germ-free mice. Presumably, 5 days of treatment with long-chain β2→1-fructans would be too short to detect specific antibodies. However, we did observe upregulation of IgD and CD20 in the ileum in germ-free mice treated with long-chain β2→1-fructans, which may indicate expansion of antigen-specific B-cells, before class-switching to another isotype such as IgA.

To the best of our knowledge, we demonstrate for the first time that β2→1-fructan treatment can enhance Fut2 expression, which is an enzyme involved in fucosylation of epithelial cells in the gut. This effect was observed with both DPs. Fut2 was recently shown to be induced by microbiota-dependent (especially SFB) stimulation of IL-22 production by type 3 innate lymphoid cells, which promoted colonization resistance against mucosal pathogens (30, 31, 39). Here, we observed that several genes such as Fut2, SAA1, Retnlb, and Duox2 that were previously shown to be induced by IL-22 (31) were highly upregulated in the ileum after treatment with β2→1-fructans. Fut2 induced upregulation by β2→1-fructans may therefore be a novel mechanism by which these dietary fibers contribute to improved colonization of bacteria and reported health effects (6).

Although we excluded that SFB colonization was responsible for Fut2 expression, we do not exclude that β2→1-fructans enhanced other gut microbes that induced Fut2 expression. Other commensals, such as *Bacteroides*, have been shown to induce epithelial fucosylation as well (40, 41). However, we did not find a significant shift in gut microbiota composition in fecal samples after β2→1-fructan treatment. However, FISH staining of ileum samples suggests higher number of bacteria in the ileum after β2→1-fructan treatment. Therefore, it remains possible that β2→1-fructans induced local expansion of specific bacterial species in the small intestine, which subsequently enhanced expression of Fut2 in the epithelium.

In humans, application of β2→1-fructans to induce upregulation of Fut2 for enhancement of resistance against mucosal pathogens (30, 31, 39) might be more complex than in mice. Approximately 20% of the human population lacks a functional copy of Fut2, which are referred to as non-secretors (42). The role of Fut2 in development of several diseases has been demonstrated by comparing secretor and non-secretors. The Fut2 non-secretors have a different microbiota composition with less *Bifidobacteria* (43) and are less susceptible to enteric viruses (44), but are more susceptible to Crohn’s disease (45). Fut2 manipulation with dietary fibers such as β2→1-fructans may therefore be an interesting approach to alleviate symptoms or frequency of intestinal diseases in the 80% of secretors.

In conclusion, our data suggest that rational design of β2→1-fructans formulations with different chain-lengths is a promising and probably a necessary approach to achieve the desired effect in different target populations. We demonstrate that effects can be both microbiota dependent and independent. Moreover, although dietary fibers are considered as beneficial for health in general, our data demonstrate that at least in case of β2→1-fructans this depends on the chain length of the fiber.

## Ethics Statement

This study was carried out in accordance with the recommendations of FELESA guidelines and the ethical committee for animal experiments from the University of Groningen (DEC-RUG). The protocol was approved by the he ethical committee for animal experiments from the University of Groningen (DEC-RUG).

## Author Contributions

FF and PV designed experiments and wrote the manuscript. FF, NS, ME, MB, FH, TB, BK, and SW performed experiments. SA, FH, and HS analyzed microbiota composition data. MB and HAS provided and analyzed HPAEC and HPLC data. MVB generated and analyzed microarray data. CJ and MJ provided reagents and resources. PV supervised the project.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

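Expression was measured in RNA of the terminal ileum of 24 C57BL/6OlaHsd mice with Affymetrix Mouse Gene 1.1 ST arrays, 1 array per mouse. Conventional and germ-free mice had received water, short-chain β2→1-fructan or long-chain β2→1-fructan by gavage, 10 mg per day for 5 days, with 4 mice in each of 6 groups. The condition and replicate number of each array were taken from the sample labels in the public record. No array was left out, and no image or raw intensity file was used here.

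The values used are the log2 expression values as deposited by the authors, 1 per probe set and array. The authors made them with the robust multiarray average (RMA), which corrects the background of each array, quantile-normalizes between arrays and summarizes the probes of a set, as in the Bioconductor library affyPLM. The study states that probes were regrouped with a custom definition of probe sets, while the deposited values carry the probe set numbers of the manufacturer. They were used without further normalization, apart from 1 alternative.

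Probe sets were joined to gene symbols by the platform table of the array. Of them, 21218 carry 1 symbol, 1881 carry several and 12457 carry none. Probe sets with 1 symbol were kept, and of the 1386 genes with several such sets the one with the highest mean over all arrays was used, which left 18820 genes. Probe sets shared by several genes were left out of the tests over all genes, and single ones are given in the text as shared. Positions are those of the RefSeq table of GRCm38. Genes without a probe set of their own were not analysed here.

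Each gene was fitted in R 4.3.3 with limma 3.58.1, with the mean of each of the 6 groups in 1 model of all 24 arrays and moderated t-tests whose prior variance follows the mean expression (eBayes with trend). Compared were each fructan with water and long-chain β2→1-fructan with short-chain β2→1-fructan in conventional and in germ-free mice, germ-free with conventional mice on water, and the difference between germ-free and conventional mice in the change after each fructan (interaction). As in the study, a gene is called at an unadjusted p under 0.01 and a fold change over 1.3 in either direction. The number at a Benjamini-Hochberg adjusted p under 0.05 is given beside it. Fold changes of lower genes are given as the inverse ratio. For single genes and for the mean of a list per mouse, an exact permutation test over all 35 ways of dividing 8 mice 4 against 4 is given, whose smallest possible two-sided p is 0.029.

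Lists of genes of cell types, pathways and tissues were written from general knowledge. Some of them repeat another list without the genes that the study names, or hold only genes that the study marks, which were chosen by the study on these samples. Those with at least 3 measured genes, 39 in all, were tested with camera at an inter-gene correlation of 0.01. The p were adjusted over the 156 tests of the 4 comparisons with water and, apart from these, over the 195 tests of the other 5 comparisons. Beside each call the adjusted p with a correlation estimated from the residuals is given. The number of genes called over all genes is given, and the number at an adjusted p under 0.05 when adjusted over the genes of the list alone.

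The text names the genes that the study names and that have a probe set of their own, the 10 highest and the 10 lowest called genes of each comparison, the genes called in both comparisons of an overlap, and up to 4 members with the smallest p of each list reported. For comparisons other than those with water, genes at an adjusted p under 0.05 took the place of called genes where at least 10 passed. Some genes chosen by this rule are not described in the text.

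Overlaps of called genes were compared with Fisher's exact test and with 100 data sets without treatment effect, made from random normal combinations of the deviations of the arrays from their group means. A first form of this simulation, which permuted residuals, gave degenerate correlations and was replaced after its output had been seen. The overlaps were also counted with separate pairs of water mice for each fructan.

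The fit was tested on simulated data for the comparison of short-chain β2→1-fructan with water in conventional mice, with 18820 genes. At a true fold change of 1.5, 62 of 67 changed genes were called (92.5%). At 2-fold it was 67 of 67 and at 3-fold 66 of 66. Of 18620 unchanged genes, 51 were called. This is not an error rate for the arrays, where other divisions of the same mice called up to 84 genes (median 47.5). For the same comparison, 1% of 200 random lists had a p under 0.05, and 20 of 20 lists of 15 genes shifted by 0.3 were found. Random lists give no error rate for lists of correlated genes. With an estimated correlation, 93 list calls ended and 7 held.

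The alternatives were 1 prior for all genes, the intensity-based moderated t that the study used, the 12 arrays of the same colonization status, the 8 arrays of the groups compared, and genes left out unless above the 30th percentile of the array in at least 4 arrays (14594 genes kept). Further ones were cyclic loess normalization, array weights, the replicate number as a block, an adjusted p under 0.05, a fold change over 1.5, no fold threshold, an estimated inter-gene correlation, and leaving out each array in turn. 3 more were chosen after seeing the data, the average of all probe sets of a gene, the inclusion of probe sets with several symbols and lists without the genes that the paper's figures show.

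Arrays of the same group correlated at r of 0.990 to 0.995. The first 3 principal components held 38.7%, 7.39% and 4.84% of the variance. The number of arrays limits the precision, and standard errors are those of the model.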

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

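The tests of explanations given here were chosen after the results were seen, apart from the correlation of adipocyte genes within groups. Reported are values that stood apart in 1 of 3 ways: a mouse far from the other 3 of its group, a response to a fructan that differed between conventional and germ-free mice, or a signal in a comparison or a list of genes that the paper did not analyse. List values are means over the genes of a list, each centred on its mean over all 24 arrays, in log2 units.

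A mouse was taken as far from the others when its gap to the nearest one, divided by the range of the group, exceeded Dixon's 95% critical value for 4 samples. This held in 29 of 264 groups of 4 mice, while chance marks about 1 in 20 groups, here 13.2, and the lists share mice and genes. The single genes among these groups were set by a rule after a first choice of genes and its result had been seen. Among conventional mice on water, these were replicate 1 in germinal centre B cell genes (0.18, nearest 0.10), intraepithelial lymphocyte and NK cell genes (0.86, nearest 0.50) and Slc2a2 (6.59, nearest 5.74); replicate 4 in plasma cell genes (0.37, nearest 0.71). Among conventional mice given short-chain β2→1-fructan, these were replicate 1 in interferon-γ and antigen presentation genes (1.21, nearest 0.56) and crypt stem cell genes (-0.048, nearest 0.051); replicate 2 in pancreas genes (0.41, nearest -0.12) and blood genes (-0.20, nearest -0.29); replicate 3 in fucosylation and mucin glycosylation genes (-0.0046, nearest 0.18) and Fut2 (6.42, nearest 7.31); replicate 4 in fatty acid synthesis genes (-0.47, nearest -0.68), enteric neuron and glia genes (0.095, nearest 0.27) and Fgf15 (8.73, nearest 9.80). Among conventional mice given long-chain β2→1-fructan, these were replicate 1 in proximal enterocyte genes (-0.55, nearest -0.45); replicate 2 in pattern recognition and NF-κB response genes (0.17, nearest 0.096) and goblet cell genes (-0.038, nearest 0.045). Among germ-free mice on water, these were replicate 1 in bile acid genes and targets of the receptor FXR (0.23, nearest -0.092); replicate 2 in Paneth cell and antimicrobial genes (-0.55, nearest -0.31), goblet cell genes (-0.14, nearest -0.049) and blood genes (0.67, nearest 0.054); replicate 3 in immediate early and heat shock genes (0.50, nearest -0.042). Among germ-free mice given short-chain β2→1-fructan, these were replicate 1 in smooth muscle genes (0.045, nearest -0.12); replicate 3 in interferon-γ and antigen presentation genes (-0.35, nearest -0.66), enteroendocrine genes (-0.27, nearest -0.052) and fibroblast and matrix genes (0.32, nearest 0.079). Among germ-free mice given long-chain β2→1-fructan, these were replicate 2 in tuft cell genes (-0.21, nearest -0.096) and Duox2 (6.92, nearest 7.21); replicate 3 in circadian clock genes (0.24, nearest 0.053); replicate 4 in Fut2 (5.09, nearest 4.91).

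The response of follicular B cell genes to long-chain β2→1-fructan differed between groups and was higher in germ-free than in conventional mice by 0.32 (18 genes, 1 called, adjusted p = 1.6e-05, and adjusted p = 0.30 with an estimated correlation). A rise of lymphocytes in general is argued against by T cell genes, whose mean changed by -0.033 (standard error 0.050) in germ-free mice, although they correlated with the B cell list over these mice (r = 0.52, rho = 0.52). Follicle tissue in some of the pieces may account for the rise, since over the 12 germ-free mice the list varied with 11 follicle stroma and epithelium genes (deviations from group means, r = 0.87, rho = 0.82, permutation p = 0.014 and 0.034; r = 0.81 without the 2 farthest mice), more than did 99.9% of 1000 random lists. Of these genes 4 were above the median gene after long-chain β2→1-fructan, the highest being Cxcl13 (mean log2 value 7.67) and Mfge8 (7.29), 1 is in another list, none is named by the study, and the tissue was not sorted. A response in every mouse cannot be told apart from this with 4 mice per group (exact permutation p = 0.17), and both stay open.

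Also different between groups were the responses to long-chain β2→1-fructan of proximal and of ileal enterocyte genes, which were lower in germ-free mice. Proximal enterocyte genes (15 genes, 0 called) differed by -0.27 (adjusted p = 0.024, and 0.60 with an estimated correlation). This call ended without conventional water replicate 4 (-0.24), conventional long replicate 2 (-0.26), germ-free water replicate 1 (-0.040), germ-free long replicate 2 (-0.13) or 3 (-0.25). The mean was -0.42 without germ-free water replicate 3. Ileal enterocyte genes (8 genes, 0 called) differed by -0.33 (adjusted p = 0.0070, and 0.26 with an estimated correlation), a call that ended without germ-free water replicate 1 (-0.18). Without Fgf15 the ileal difference was -0.12 (adjusted p = 0.037, and 0.44 with an estimated correlation). A smaller share of epithelium is argued against by 5 other epithelial lists, whose median change in germ-free mice was 0.019 (SD 0.035). Smooth muscle genes, however, were called higher in the same comparison (0.19), which goes with a smaller share of epithelium. That call ended with an estimated correlation (adjusted p = 0.53) and without germ-free water replicate 2 (0.034). A smaller share of epithelium is therefore not excluded. Germ-free water replicate 1, with list means of 1.29 and 0.42, may account for part of the change, since without it the change of proximal genes was -0.31 (57.5% kept, adjusted p = 0.0039) and that of ileal genes -0.30 (67.3% kept, adjusted p = 0.0020). Tissue taken at another position along the gut would move the lists in opposite directions, and ileal genes fell as well (mean log2 change -0.45, standard error 0.18; -0.23, standard error 0.10, without Fgf15, which is shown in the paper's figures), which goes against it, but the change of proximal genes is under 2 of its standard errors (0.30), so that position cannot be told apart from a response to the fructan.

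For short-chain β2→1-fructan, adipocyte genes differed most between groups, by 1.22 (6 genes, 2 called, adjusted p = 1.6e-05, and 0.26 with an estimated correlation). They were lower in conventional mice, a signal in genes that the paper does not discuss (-0.57, adjusted p = 0.013, and 0.61 with an estimated correlation; not called without conventional short replicate 1 (-0.47)), and higher in germ-free mice (0.66, adjusted p = 0.0012, and 0.48 with an estimated correlation; not called without germ-free water replicate 1 (0.36), and 1.01 without germ-free water replicate 3). A varying amount of fat on the pieces may account for this, since within groups the genes rose and fell together (mean pairwise r = 0.81, against a median of 0.012 and a 95th percentile of 0.15 in 1000 random lists) and with fatty acid synthesis genes (r = 0.85, rho = 0.83, permutation p = 0.0020). The highest of them in germ-free mice given short-chain β2→1-fructan were Retn (9.86) and Cidec (9.16), 5 of 6 were above the median gene, 0 are in another list and none is named by the study. A response to the fructan in every mouse cannot be told apart from this in germ-free mice with 4 per group (exact permutation p = 0.31).

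The remaining differences between groups in the response to a fructan are changes in germ-free minus changes in conventional mice. For short-chain β2→1-fructan, there were 9 such lists. IL-22-induced epithelial genes (17 measured, 2 called lower, 1 over the list alone) differed by -0.23 (adjusted p = 0.0029, and adjusted p = 0.27 with an estimated correlation), a call that ended without conventional water replicate 1 (-0.14); without Fut2, Duox2, Retnlb and Tifa, shown in the paper's figures, it was -0.10 (adjusted p = 0.14). Fatty acid synthesis genes (11 measured, 1 called higher, 0 over the list alone) differed by 0.41 (adjusted p = 0.036, and adjusted p = 0.70 with an estimated correlation), a call that ended without conventional water replicate 1 (0.35), 4 (0.41), conventional short replicate 1 (0.38), 2 (0.40), 3 (0.39), germ-free water replicate 1 (0.29), 4 (0.30), germ-free short replicate 1 (0.39) or 3 (0.36) and with one prior for all genes or dim genes left out; without Scd1, shown in the paper's figures, it was 0.36 (adjusted p = 0.16). PPAR-α target genes (10 measured, 0 called, 0 over the list alone) differed by 0.33 (adjusted p = 0.0015, and adjusted p = 0.37 with an estimated correlation). Crypt stem cell genes (8 measured, 0 called, 2 over the list alone) differed by 0.17 (adjusted p = 0.0089, and adjusted p = 0.23 with an estimated correlation), a call that ended without germ-free water replicate 2 (0.12). Proliferation genes (11 measured, 0 called, 0 over the list alone) differed by -0.11 (adjusted p = 0.026, and adjusted p = 0.58 with an estimated correlation), a call that ended without conventional water replicate 1 (-0.11), 2 (-0.096), 3 (-0.10), conventional short replicate 1 (-0.084), 4 (-0.11), germ-free water replicate 1 (-0.10), 3 (-0.064) or germ-free short replicate 3 (-0.086), and the mean moved by over 1.5 times without germ-free water replicate 2 (-0.18). Smooth muscle genes (10 measured, 0 called, 0 over the list alone) differed by 0.22 (adjusted p = 0.0034, and adjusted p = 0.58 with an estimated correlation), a call that ended without germ-free water replicate 2 (0.066) or germ-free short replicate 1 (0.17), and the mean moved by over 1.5 times without germ-free water replicate 3 (0.35). Pancreas genes (5 measured, 0 called, 0 over the list alone) differed by -0.33 (adjusted p = 0.0015, and adjusted p = 0.069 with an estimated correlation), and the mean moved by over 1.5 times without conventional short replicate 2 (-0.20). Fucosylation and mucin glycosylation genes (14 measured, 1 called lower, 0 over the list alone) differed by -0.18 (adjusted p = 0.0015, and adjusted p = 0.23 with an estimated correlation). Without Fut2 and B3gnt7, shown in the paper's figures, it was -0.090 (adjusted p = 0.034, and adjusted p = 0.40 with an estimated correlation). IL-22 genes that the study marks (5 measured, 2 called lower, 2 over the list alone) differed by -0.57 (adjusted p = 9.9e-04, and adjusted p = 0.23 with an estimated correlation), and the mean moved by over 1.5 times without conventional water replicate 1 (-0.34). The response to long-chain β2→1-fructan differed in 9 more. IL-22-induced epithelial genes (17 measured, 0 called, 0 over the list alone) differed by -0.22 (adjusted p = 0.0089, and adjusted p = 0.35 with an estimated correlation), a call that ended without conventional water replicate 1 (-0.13), 4 (-0.16) or germ-free water replicate 3 (-0.16); without Fut2, Duox2, Retnlb and Tifa, shown in the paper's figures, it was -0.16 (adjusted p = 0.11). Macrophage genes (10 measured, 0 called, 0 over the list alone) differed by -0.14 (adjusted p = 0.0031, and adjusted p = 0.26 with an estimated correlation), a call that ended without germ-free water replicate 2 (-0.075). Interferon-stimulated genes (14 measured, 0 called, 0 over the list alone) differed by -0.19 (adjusted p = 0.013, and adjusted p = 0.60 with an estimated correlation), a call that ended without conventional water replicate 1 (-0.18), conventional long replicate 3 (-0.082) or germ-free water replicate 2 (-0.12). Interferon-γ and antigen presentation genes (15 measured, 1 called lower, 0 over the list alone) differed by -0.36 (adjusted p = 3.2e-08, and adjusted p = 0.26 with an estimated correlation). Bile acid genes and targets of the receptor FXR (8 measured, 0 called, 0 over the list alone) differed by -0.29 (adjusted p = 0.024, and adjusted p = 0.31 with an estimated correlation), a call that ended without conventional water replicate 3 (-0.24), conventional long replicate 2 (-0.24), 4 (-0.26), germ-free water replicate 1 (-0.21), 2 (-0.32), germ-free long replicate 3 (-0.28) or 4 (-0.27) and with cyclic loess or array weights; without Fgf15, shown in the paper's figures, it was -0.081 (adjusted p = 0.11). Fucosylation and mucin glycosylation genes (14 measured, 0 called, 0 over the list alone) differed by -0.10 (adjusted p = 0.037, and adjusted p = 0.40 with an estimated correlation), a call that ended without conventional water replicate 1 (-0.074), conventional long replicate 1 (-0.071), 3 (-0.087), germ-free water replicate 2 (-0.074), germ-free long replicate 2 (-0.075) or 3 (-0.095) and with one prior for all genes, dim genes left out or cyclic loess; without Fut2 and B3gnt7, shown in the paper's figures, it was -0.036 (adjusted p = 0.22). IL-22 genes that the study marks (5 measured, 0 called, 0 over the list alone) differed by -0.53 (adjusted p = 0.0029, and adjusted p = 0.26 with an estimated correlation), a call that ended without conventional water replicate 1 (-0.30). B cell genes that the study does not name (17 measured, 1 called higher, 0 over the list alone) differed by 0.30 (adjusted p = 3.8e-05, and adjusted p = 0.33 with an estimated correlation). Proximal enterocyte genes that the study does not name (11 measured, 0 called, 0 over the list alone) differed by -0.31 (adjusted p = 0.016, and adjusted p = 0.54 with an estimated correlation), a call that ended without conventional long replicate 2 (-0.32), germ-free water replicate 1 (-0.079), germ-free long replicate 2 (-0.19) or 3 (-0.28).

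The paper did not analyse germ-free against conventional mice on water, which differed in 1644 called genes. The other signals are lists in comparisons that the paper analyses, and some hold genes of its figures: Slc2a2, Scd1, Slc5a4b and Enpp7 among proximal enterocyte genes and Fgf15 among bile acid and ileal enterocyte genes. In conventional mice given short-chain β2→1-fructan, proximal enterocyte genes (15 measured, 2 called lower, 0 over the list alone) had a mean log2 change of -0.32 (adjusted p = 0.0010, and adjusted p = 0.48 with an estimated correlation); without Slc2a2, Enpp7, Slc5a4b and Scd1, shown in the paper's figures, it was -0.20 (adjusted p = 0.050). In conventional mice given long-chain β2→1-fructan, proximal enterocyte genes (15 measured, 1 called lower, 1 over the list alone) had a mean log2 change of -0.27 (adjusted p = 0.021, and adjusted p = 0.67 with an estimated correlation), a call that ended without conventional water replicate 1 (-0.22) or conventional long replicate 1 (-0.24); without Slc2a2, Enpp7, Slc5a4b and Scd1, shown in the paper's figures, it was -0.16 (adjusted p = 0.17). In germ-free mice given short-chain β2→1-fructan, genes of T helper subsets (14 measured, 0 called, 0 over the list alone) had a mean log2 change of -0.10 (adjusted p = 0.021, and adjusted p = 0.29 with an estimated correlation), a call that ended without germ-free water replicate 2 (-0.097), 3 (-0.093) or germ-free short replicate 4 (-0.088) and with dim genes left out or cyclic loess. Bile acid genes and targets of the receptor FXR (8 measured, 1 called lower, 1 over the list alone) had a mean log2 change of -0.37 (adjusted p = 0.027, and adjusted p = 0.44 with an estimated correlation), a call that ended without germ-free water replicate 1 (-0.29), 2 (-0.40), germ-free short replicate 1 (-0.40) or 4 (-0.36) and with one prior for all genes, cyclic loess or array weights; without Fgf15, shown in the paper's figures, it was -0.041 (adjusted p = 0.33). Ileal enterocyte genes (8 measured, 1 called lower, 1 over the list alone) had a mean log2 change of -0.38 (adjusted p = 0.014, and adjusted p = 0.44 with an estimated correlation), a call that ended without germ-free water replicate 1 (-0.23), 2 (-0.46) or germ-free short replicate 4 (-0.36); without Fgf15, shown in the paper's figures, it was -0.050 (adjusted p = 0.18). Pancreas genes (5 measured, 0 called, 0 over the list alone) had a mean log2 change of -0.20 (adjusted p = 0.013, and adjusted p = 0.29 with an estimated correlation), a call that ended without germ-free water replicate 2 (-0.17). In germ-free mice given long-chain β2→1-fructan, bile acid genes and targets of the receptor FXR (8 measured, 1 called lower, 2 over the list alone) had a mean log2 change of -0.33 (adjusted p = 0.021, and adjusted p = 0.44 with an estimated correlation), a call that ended without germ-free water replicate 2 (-0.36) or germ-free long replicate 3 (-0.32); without Fgf15, shown in the paper's figures, it was -0.091 (adjusted p = 0.13).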

How the results depend on the processing

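None of the settings given here was chosen for its result, and 3 of them, the averaging of probe sets, the inclusion of probe sets with several symbols and the omission of genes of the paper's figures from the lists, were chosen after the results were seen. The cause of the changes was not tested unless stated.

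A stricter or looser threshold changes which genes count by construction. At an adjusted p under 0.05 and a fold over 1.3, 0 genes were called in limma in 8 of the 9 comparisons, and all 4 overlaps were 0. Genes at an unadjusted p under 0.05 in these comparisons numbered 982 (short in conventional mice), 1067 (long in conventional mice), 1075 (short in germ-free mice), 1644 (long in germ-free mice), 684 (long against short in conventional mice), 2392 (long against short in germ-free mice), 1025 (the interaction with the short chain) and 704 (the interaction with the long chain). With 1 prior for all genes, the number at an adjusted p under 0.05 was 0 in these comparisons, and with the intensity-based moderated t 0. With a fold over 1.5 the called genes numbered 12 (short in conventional mice), 8 (long in conventional mice), 15 (short in germ-free mice), 28 (long in germ-free mice), 9 (long against short in conventional mice), 35 (long against short in germ-free mice), 688 (germ-free against conventional mice on water), 51 (the interaction with the short chain) and 35 (the interaction with the long chain), and the overlaps 1 (both fructans in conventional mice), 2 (both fructans in germ-free mice), 0 (short-chain β2→1-fructan in conventional and in germ-free mice) and 0 (long-chain β2→1-fructan in conventional and in germ-free mice). Without a fold threshold they numbered 214 (short in conventional mice), 194 (long in conventional mice), 246 (short in germ-free mice), 459 (long in germ-free mice), 120 (long against short in conventional mice), 667 (long against short in germ-free mice), 2892 (germ-free against conventional mice on water), 174 (the interaction with the short chain) and 115 (the interaction with the long chain), and the overlaps 37 (both fructans in conventional mice), 28 (both fructans in germ-free mice), 2 (short-chain β2→1-fructan in conventional and in germ-free mice) and 15 (long-chain β2→1-fructan in conventional and in germ-free mice).

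With the 8 arrays of the groups compared, 97 instead of 161 genes were called for long-chain β2→1-fructan in germ-free mice, the overlap of both fructans in germ-free mice was 3 instead of 9 and that of long-chain β2→1-fructan in conventional and in germ-free mice 7 instead of 4. With the 12 arrays of the same colonization status, the overlap in germ-free mice was 5. With dim genes left out, 56 instead of 100 genes were called for the interaction with the long chain and the overlap in conventional mice was 6 instead of 12, a count from which low signals are removed by construction. The overlap of short-chain β2→1-fructan in conventional and in germ-free mice, 1 gene, was 0 with 1 prior for all genes, with dim genes left out and with probe sets of several genes included. With an estimated inter-gene correlation, the IL-22 list did not pass in conventional mice after short-chain β2→1-fructan (0.21, adjusted p = 0.29) or long-chain β2→1-fructan (0.19, adjusted p = 0.36), nor the follicular B cell list after long-chain β2→1-fructan in germ-free mice (0.34, adjusted p = 0.29). With genes of the paper's figures left out of the lists, the call of the IL-22 list after short-chain β2→1-fructan in conventional mice ended (0.062, adjusted p = 0.15).

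Cyclic loess moved the balance of higher and lower calls. For short in conventional mice it was 35 higher and 42 lower, instead of 27 and 50. For long against short in conventional mice it was 18 higher and 23 lower, instead of 22 and 18. For the interaction with the short chain it was 88 higher and 55 lower, instead of 98 and 35. For the interaction with the long chain it was 45 higher and 44 lower, instead of 65 and 35.

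The groups share replicate numbers, but the arrays were not taken as paired. Arrays with the same number had deviations from their group means that correlated at a mean r of 0.0041 (-0.14 to 0.18 over 60 pairs, 4 over 0.1), against -0.0013 for other pairs, and 6 of 24 arrays correlated best with an array of their own number. With the number as a block, the overlap of short-chain β2→1-fructan in conventional and in germ-free mice was 0, and no other count of calls or overlap moved by over 1.5 times. The block ended the calls of 13 named gene values and kept 234 and added 9, and it ended no list call and added 1.

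Mice were left out 1 at a time. The numbers of called genes were 65 (without conventional water replicate 3) to 123 (without conventional short replicate 3) for short in conventional mice, 64 (without conventional water replicate 2) to 119 (without conventional long replicate 3) for long in conventional mice, 50 (without conventional long replicate 2) to 92 (without conventional long replicate 3) for long against short in conventional mice. In germ-free mice they were 61 (without germ-free short replicate 3) to 263 (without germ-free water replicate 3) for short in germ-free mice, 116 (without germ-free water replicate 1) to 287 (without germ-free long replicate 1) for long in germ-free mice, 184 (without germ-free short replicate 3) to 455 (without germ-free long replicate 1) for long against short in germ-free mice. For the other comparisons they were 1492 (without conventional water replicate 3) to 1701 (without germ-free water replicate 3) for germ-free against conventional mice on water, 107 (without germ-free short replicate 3) to 215 (without germ-free water replicate 3) for the interaction with the short chain, 73 (without conventional water replicate 2) to 147 (without germ-free long replicate 1) for the interaction with the long chain. The overlaps were 10 (without conventional short replicate 1) to 27 (without conventional water replicate 4) for both fructans in conventional mice. For both fructans in germ-free mice they were 4 (without germ-free short replicate 4) to 41 (without germ-free water replicate 3). For short-chain β2→1-fructan in conventional and in germ-free mice they were 0 (without conventional water replicate 1) to 1 (without conventional water replicate 4). The gene shared without conventional water replicate 4 is not AB124611, whose call ended in that fit. For long-chain β2→1-fructan in conventional and in germ-free mice they were 0 (without germ-free long replicate 2) to 6 (without germ-free water replicate 3). The mean log2 change of the IL-22 list was 0.13 (without conventional water replicate 1) to 0.31 (without conventional short replicate 3) for short in conventional mice and 0.10 (without conventional water replicate 1) to 0.28 (without conventional water replicate 3) for long in conventional mice, where the call ended without conventional water replicate 1. That of the follicular B cell list was -0.081 (without germ-free water replicate 2) to 0.012 (without germ-free short replicate 4) for short in germ-free mice, where it did not pass and changed sign without germ-free water replicate 4 or germ-free short replicate 4, and 0.23 (without germ-free long replicate 4) to 0.45 (without germ-free long replicate 2) for long in germ-free mice. That of the plasma cell list was -0.32 (without germ-free water replicate 1) to -0.074 (without germ-free water replicate 2) for long in germ-free mice, and it passed without germ-free water replicate 1. The change of interferon-γ and antigen presentation genes for short in conventional mice was reversed without conventional short replicate 1 (-0.059, adjusted p = 0.63). That of interferon-stimulated genes for long against short in conventional mice was reversed without conventional short replicate 4 (0.14, adjusted p = 0.042), and it was -0.19 (adjusted p = 0.0014) without conventional short replicate 2.

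The other gene and list values are given as numbers of calls that ended and that held. For named genes these were 40 and 131 with 12 arrays, 35 and 170 with 8 arrays, 32 and 215 with array weights, 11 and 236 with averaged probe sets, 16 and 231 with cyclic loess, 9 and 199 with dim genes left out, 0 and 247 with the intensity-based moderated t, 25 and 222 with 1 prior for all genes, 607 and 1705 over all fits without 1 mouse. For lists they were 1 and 51 with 12 arrays, 1 and 77 with 8 arrays, 9 and 91 with array weights, 1 and 99 with averaged probe sets, 8 and 92 with cyclic loess, 6 and 91 with dim genes left out, 1 and 99 with the intensity-based moderated t, 8 and 92 with 1 prior for all genes, 151 and 824 over all fits without 1 mouse, and 93 and 7 with an estimated correlation. In lists that hold genes of the paper's figures they were 11 and 24 without these genes. Of values that had not passed, 159 gene and 88 list values passed in fits without 1 mouse. With 4 arrays per group, a single mouse can end a call at these thresholds, and low signals limit what the arrays can show.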

Differences from the paper's values

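The comparisons were set before the data were examined, with 11 alternatives for each count and 7 for the fold change given here, besides leaving out single mice, and 2 more alternatives were chosen after the results were seen. The thresholds are those that the paper states. A value is taken as near the paper's when neither is over 1.5 times the other.

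In conventional mice given long-chain β2→1-fructan, the paper's text gives approximately 100 called genes, and 59 were called here. The difference is within 1.5 times with the 8 arrays of the groups compared, with array weights and without any 1 mouse other than conventional water replicate 2, and is larger with the 9 other alternatives. Of these genes the paper's count is about 91 in Fig. 2, read by eye, against 59, within 1.5 times with the same 2 alternatives and without any 1 of the 8 mice, and not with the 9 others. For those that rose, the paper's count is about 56 in Fig. 2, read by eye, against 31 here, within 1.5 times without a fold threshold and without conventional water replicate 1, 3, conventional long replicate 1, 3 or 4, and not with the 10 other alternatives or without the 3 other mice.

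For genes that fell after short-chain β2→1-fructan in germ-free mice, the paper's count is about 50 in Fig. 7, read by eye, against 32 here. It is within 1.5 times with array weights, with the replicate number as a block and without a fold threshold, but not with the 8 other alternatives, and it is so without any 1 mouse other than germ-free short replicate 3 or 4. For genes that rose after long-chain β2→1-fructan in germ-free mice, the paper's count is about 120 in Fig. 7, read by eye, against 79 here. It is within 1.5 times with the intensity-based moderated t and without a fold threshold, but not with the 9 others. It is so without any 1 mouse other than germ-free water replicate 1. The moderated t, which the paper's methods name, gave 80 higher genes, so that it barely meets this limit and leaves the gap.

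Of genes that rose after both fructans in conventional mice, the paper has about 10 in Fig. 2, read by eye, and 3 were called here. It is within 1.5 times without a fold threshold and without conventional water replicate 2, 3 or 4, and not with the 10 other alternatives or without the 9 other mice. Of genes that fell after both, the paper has about 5 in Fig. 2, read by eye, against 9 here, within 1.5 times with 1 prior for all genes, with cyclic loess and without conventional water replicate 3 or conventional short replicate 1, and not with the 9 other alternatives or without the 10 other mice. Of genes called after short-chain β2→1-fructan in both conventional and germ-free mice, the paper has about 2 in Fig. 7, read by eye, against 1 here, and 2 without a fold threshold, while the 10 other alternatives and all 16 fits without 1 mouse do not come within 1.5 times. The overlap of both fructans in germ-free mice matches at 9 genes.

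For Mrgpra9 after long-chain β2→1-fructan in conventional mice, the paper's fold change is about -2.0 in Fig. 2D, read by eye, and -1.30 was found here. None of the 7 alternatives and none of the 8 fits without 1 mouse comes within the error. Its log2 fold change is -0.38 (standard error 0.21), and no setting calls it.

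With probe sets of several genes included, a setting chosen after seeing the values, 71 genes were called for the long chain in conventional mice, 38 of them higher, 42 lower genes for the short chain and 85 higher genes for the long chain in germ-free mice, all 4 within 1.5 times of the paper's counts, and it dropped 0 of the genes in the paper's figures that are called without it. The overlaps of higher and of lower genes in conventional mice were 4 and 8, and that of the short chain in conventional and germ-free mice 0, none of them within 1.5 times. This setting also calls, through shared probe sets, Saa1 and Amigo2 after short-chain β2→1-fructan in conventional mice and Apol9b, Iglv2, Iglv1 and Iglc1 after long-chain β2→1-fructan in germ-free mice, in the paper's direction. Averaging the probe sets of a gene, chosen likewise, brings none of these values within 1.5 times.

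The paper's figures list the genes with the largest changes, and their directions were compared. After short-chain β2→1-fructan in conventional mice, 12 of 20 have a probe set of their own, all 12 change in the paper's direction and 10 are called. S100a11 (0.16) and Klrc2 (-0.060) are not called with any setting. In these mice given long-chain β2→1-fructan, 15 of 18 do, all 15 in the paper's direction, and 9 are called. The paper places Fut2 (0.58) among the 10 highest, and it is not called here, but is with the 8 arrays, with cyclic loess, with array weights and without conventional water replicate 2, 3 or conventional long replicate 3. Dcpp2 (0.29), Gm5150 (0.27), Rps27 (0.026) and Gm16386 (-0.27) are not called with any setting.

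For short-chain β2→1-fructan in germ-free mice 12 of 20 have a probe set of their own, all 12 change in the paper's direction and 10 are called. Frmd6 (0.44) is called only without germ-free water replicate 3, and Bhmt (-0.21) with no setting. After long-chain β2→1-fructan in these mice 7 of 20 do, all 7 in the paper's direction, and 5 are called. Snora20 (0.69) is called only without germ-free water replicate 2 or germ-free long replicate 3, and Slc22a30 (0.24) with no setting.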

Other observations

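The counts over other ways of dividing the mice were chosen after the results were seen.

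In the ileum of mice on water, many immune genes were lower in germ-free than in conventional mice. 1644 genes were called, 522 higher and 1122 lower in germ-free mice, and 2547 passed Benjamini-Hochberg adjustment in limma (1054 higher and 1493 lower). Among the genes with the lowest log2 fold changes were the light chain genes Igkv1-135 (-4.49) and Igkv6-20 (-4.28), the heavy chain genes Ighg3 (-3.29) and Ighm (-2.81), the amino acid transporter gene Slc6a14 (-4.20), Ceacam10 (-2.82) and the granzyme gene Gzma (-2.99). Lower lists were plasma cell genes (10 measured, 7 lower; -1.09, adjusted p = 3.0e-09, and 0.026 with an estimated correlation), with Jchain (-2.73) and Igha (-2.22), T cell genes (13 measured, 9 lower; -0.83, adjusted p = 2.2e-10, and 0.039 with an estimated correlation), with Cd3g (-2.41), Cd3e (-1.96) and Cd8a (-1.67), and intraepithelial lymphocyte and NK cell genes (12 measured, 8 lower; -1.07, adjusted p = 2.1e-09, and 0.027 with an estimated correlation), with Ccl5 (-2.77) and Gzmb (-2.37). Interferon-γ and antigen presentation genes (15 measured, 13 lower; -1.20, adjusted p = 2.2e-24, and 0.039 with an estimated correlation), with Psmb8 (-1.93), H2-Ab1 (-1.78) and Cd74 (-1.67), and interferon-stimulated genes (14 measured, 8 lower; -0.63, adjusted p = 1.6e-05, and 0.29 with an estimated correlation) were lower too, the latter with Ifit1 (-2.34) and Zbp1 (-1.16). IL-22-induced epithelial genes (17 measured, 11 lower; -0.87, adjusted p = 2.1e-09, and 0.039 with an estimated correlation), with Duoxa2 (-2.50), Nos2 (-2.12), Duox2 (-1.68), Retnlb (-1.48), Fut2 (-1.28), Reg3g (-1.14) and Reg3b (-0.85), IL-22 genes that the study marks (5 measured, 5 lower; -1.60, adjusted p = 2.6e-07, and 0.058 with an estimated correlation) and IL-22-induced genes that the study does not name (13 measured, 7 lower; -0.72, adjusted p = 8.0e-06, and 0.039 with an estimated correlation) were lower, as were Paneth cell and antimicrobial genes (9 measured, 6 lower; -0.63, adjusted p = 5.3e-11, and 0.026 with an estimated correlation), with Nupr1 (-0.90) and Mmp7 (-0.72), while Lyz1 (-0.17) was not called. Genes that were higher in conventional mice given short-chain β2→1-fructan, Fut2, Retnlb and Duox2, are thus among those lower in germ-free mice on water. In germ-free mice the IL-22 list did not pass after short-chain β2→1-fructan (-0.016, adjusted p = 0.71) or long-chain β2→1-fructan (-0.032, adjusted p = 0.93). According to the paper, conventional mice were bought from a supplier and germ-free mice came from a breeding colony. Source therefore cannot be told apart from colonization in these comparisons.

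Genes of lipid metabolism and of proximal enterocytes went the other way. Among the genes higher in germ-free mice on water were the sugar transporter gene Slc5a4b (2.98), the lipogenic genes Thrsp (2.59), Me1 (2.29), Scd1 (1.61) and Fasn (1.51), the fatty acid binding protein gene Fabp1 (2.25), the lipase inhibitor gene Angptl4 (2.03) and Akr1c19 (2.33), Aadac (1.99), Cyp2e1 (1.99) and Tm4sf4 (1.97). Higher lists were fatty acid synthesis genes (11 measured, 6 higher; 1.01, adjusted p = 8.6e-08, and 0.23 with an estimated correlation), proximal enterocyte genes (15 measured, 8 higher and 1 lower; 0.81, adjusted p = 1.6e-05, and 0.26 with an estimated correlation), PPAR-α target genes (10 measured, 5 higher; 0.63, adjusted p = 1.6e-05, and 0.23 with an estimated correlation), with Pdk4 (1.42), and proliferation genes (11 measured, 5 higher; 0.33, adjusted p = 2.2e-05, and 0.23 with an estimated correlation), with Bub1 (0.53) and Cdc20 (0.49). Adipocyte genes were higher as well (6 measured, 4 higher; 1.00, adjusted p = 0.0031, and 0.43 with an estimated correlation), and 0.65 without germ-free water replicate 3 (adjusted p = 0.040). The bile acid hormone gene Fgf15 (-2.01) was lower, as were smooth muscle genes (10 measured, 8 lower; -0.53, adjusted p = 3.7e-09, and 0.23 with an estimated correlation), with Myl9 (-0.65), enteric neuron and glia genes (7 measured, 3 lower; -0.41, adjusted p = 0.0013, and 0.23 with an estimated correlation) and crypt stem cell genes (8 measured, 1 lower; -0.20, adjusted p = 0.0061, and 0.23 with an estimated correlation). Further lower lists were follicular B cell genes (18 measured, 6 lower; -0.35, adjusted p = 6.5e-04, and 0.42 with an estimated correlation), B cell genes that the study does not name (17 measured, 6 lower; -0.36, adjusted p = 6.5e-04, and 0.42 with an estimated correlation), follicle stroma and epithelium genes (11 measured, 5 lower; -0.36, adjusted p = 0.0013, and 0.12 with an estimated correlation), macrophage genes (10 measured, 4 lower; -0.22, adjusted p = 0.0038, and 0.26 with an estimated correlation), dendritic cell markers (11 measured, 1 higher and 3 lower; -0.29, adjusted p = 0.013, and 0.26 with an estimated correlation) and pattern recognition and NF-κB response genes (20 measured, 6 lower; -0.26, adjusted p = 0.0012, and 0.069 with an estimated correlation). Genes of T helper subsets (14 measured, 3 called lower, 3 over the list alone) had a mean log2 change of -0.24 (adjusted p = 0.026, and adjusted p = 0.20 with an estimated correlation), a call that ended without conventional water replicate 1 (-0.21). Proximal enterocyte genes that the study does not name (11 measured, 5 called higher and 1 lower, 7 over the list alone) had a mean log2 change of 0.56 (adjusted p = 0.0027, and adjusted p = 0.40 with an estimated correlation), a call that ended without germ-free water replicate 1 (0.32). Cholesterol synthesis genes (12 measured, 1 called higher, 4 over the list alone) had a mean log2 change of 0.19 (adjusted p = 0.014, and adjusted p = 0.66 with an estimated correlation), a call that ended without conventional water replicate 2 (0.14), 3 (0.15) or germ-free water replicate 3 (0.12).

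Of the 10 genes with the highest and the 10 with the lowest changes in each comparison, a part kept their calls when each mouse of the groups compared was left out in turn. In conventional mice 3 higher and 4 lower genes did so after short-chain β2→1-fructan and 6 higher and 3 lower after long-chain β2→1-fructan, and in germ-free mice 1 higher and 5 lower and 3 higher and 2 lower. Between the fructans it was 1 higher and 3 lower in conventional and 6 higher and 2 lower in germ-free mice, for the interactions 4 higher and 6 lower (short) and 2 higher and 3 lower (long), and for germ-free against conventional mice on water 10 of 10 higher and 8 of 9 lower.

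In conventional mice, 3 lists not yet described were called for short-chain β2→1-fructan against water. Interferon-γ and antigen presentation genes (15 measured, 0 called, 0 over the list alone) had a mean log2 change of 0.12 (adjusted p = 0.019, and adjusted p = 0.79 with an estimated correlation), a call that ended without conventional water replicate 3 (0.11), 4 (0.084) or conventional short replicate 1 (-0.059) and with array weights, and the mean moved by over 1.5 times without conventional water replicate 1 (0.18), conventional short replicate 2 (0.19) or 3 (0.19); without Ubd, shown in the paper's figures, it was 0.096 (adjusted p = 0.053). PPAR-α target genes (10 measured, 0 called, 0 over the list alone) had a mean log2 change of -0.19 (adjusted p = 0.0081, and adjusted p = 0.54 with an estimated correlation), a call that ended without conventional short replicate 1 (-0.097) or 4 (-0.10), and the mean moved by over 1.5 times without conventional short replicate 3 (-0.31). Proliferation genes (11 measured, 0 called, 0 over the list alone) had a mean log2 change of 0.098 (adjusted p = 0.016, and adjusted p = 0.60 with an estimated correlation), a call that ended without conventional water replicate 2 (0.079), 3 (0.088) or conventional short replicate 1 (0.068).

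In the same mice, 4 were called for long-chain β2→1-fructan. Proliferation genes (11 measured, 0 called, 0 over the list alone) had a mean log2 change of 0.084 (adjusted p = 0.027, and adjusted p = 0.65 with an estimated correlation), a call that ended without conventional water replicate 1 (0.080), 2 (0.065), 3 (0.074), conventional long replicate 3 (0.018) or 4 (0.075), and the mean moved by over 1.5 times without conventional long replicate 2 (0.15). Smooth muscle genes (10 measured, 0 called, 0 over the list alone) had a mean log2 change of 0.086 (adjusted p = 0.022, and adjusted p = 0.79 with an estimated correlation), a call that ended without conventional water replicate 2 (0.057), 3 (0.076), conventional long replicate 2 (0.065) or 4 (0.057). Fibroblast and matrix genes (9 measured, 0 called, 0 over the list alone) had a mean log2 change of 0.11 (adjusted p = 0.0081, and adjusted p = 0.53 with an estimated correlation), a call that ended without conventional water replicate 1 (0.039) or conventional long replicate 3 (0.077). Enteric neuron and glia genes (7 measured, 0 called, 1 over the list alone) had a mean log2 change of 0.13 (adjusted p = 0.024, and adjusted p = 0.44 with an estimated correlation), a call that ended without conventional water replicate 1 (0.14), 3 (0.12), conventional long replicate 2 (0.099) or 4 (0.075) and with array weights.

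In germ-free mice, the called lists given here for short-chain β2→1-fructan number 4, of which fibroblast and matrix genes were already described. Fatty acid synthesis genes (11 measured, 0 called, 0 over the list alone) had a mean log2 change of 0.29 (adjusted p = 0.023, and adjusted p = 0.79 with an estimated correlation), a call that ended without germ-free water replicate 1 (0.17), 4 (0.18), germ-free short replicate 1 (0.27) or 3 (0.24), and the mean moved by over 1.5 times without germ-free water replicate 3 (0.44). Paneth cell and antimicrobial genes (9 measured, 0 called, 0 over the list alone) had a mean log2 change of 0.11 (adjusted p = 0.027, and adjusted p = 0.50 with an estimated correlation), a call that ended without germ-free water replicate 2 (0.039), germ-free short replicate 1 (0.092) or 3 (0.092) and with one prior for all genes or array weights. Crypt stem cell genes (8 measured, 0 called, 2 over the list alone) had a mean log2 change of 0.13 (adjusted p = 0.0082, and adjusted p = 0.29 with an estimated correlation), a call that ended without germ-free water replicate 2 (0.079). Fibroblast and matrix genes (9 measured, 1 called higher, 5 over the list alone) had a mean log2 change of 0.23 (adjusted p = 0.0010, and adjusted p = 0.44 with an estimated correlation), a call that ended without germ-free water replicate 1 (0.17). With long-chain β2→1-fructan, 3 lists not yet described were called in these mice. PPAR-α target genes (10 measured, 0 called, 1 over the list alone) had a mean log2 change of -0.20 (adjusted p = 0.0025, and adjusted p = 0.48 with an estimated correlation), a call that ended without germ-free long replicate 2 (-0.079), and the mean moved by over 1.5 times without germ-free water replicate 1 (-0.12). Proliferation genes (11 measured, 0 called, 0 over the list alone) had a mean log2 change of 0.12 (adjusted p = 0.019, and adjusted p = 0.60 with an estimated correlation), a call that ended without germ-free water replicate 2 (0.057) or germ-free long replicate 2 (0.11). Smooth muscle genes (10 measured, 0 called, 0 over the list alone) had a mean log2 change of 0.19 (adjusted p = 3.4e-04, and adjusted p = 0.53 with an estimated correlation), a call that ended without germ-free water replicate 2 (0.034), and the mean moved by over 1.5 times without germ-free water replicate 3 (0.31).

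Between long-chain β2→1-fructan and short-chain β2→1-fructan, 2 further lists were called in conventional mice. Short-chain fatty acid receptor and transport genes (7 measured, 0 called, 2 over the list alone) had a mean log2 change of -0.076 (adjusted p = 0.047, and adjusted p = 0.23 with an estimated correlation), a call that ended without conventional short replicate 1 (-0.053), 2 (-0.085), 4 (-0.057), conventional long replicate 2 (-0.042), 3 (-0.090) or 4 (-0.068) and with one prior for all genes, 12 arrays, 8 arrays, dim genes left out or array weights. Adipocyte genes (6 measured, 0 called, 0 over the list alone) had a mean log2 change of 0.38 (adjusted p = 0.032, and adjusted p = 0.64 with an estimated correlation), a call that ended without conventional short replicate 1 (0.29), 2 (0.33), conventional long replicate 1 (0.14) or 3 (0.34) and with one prior for all genes. In germ-free mice there were 6. B cell genes that the study does not name (17 measured, 5 called higher, 8 over the list alone) had a mean log2 change of 0.34 (adjusted p = 4.0e-09, and adjusted p = 0.21 with an estimated correlation). Macrophage genes (10 measured, 0 called, 2 over the list alone) had a mean log2 change of -0.17 (adjusted p = 0.0083, and adjusted p = 0.30 with an estimated correlation), a call that ended without germ-free long replicate 1 (-0.15). Interferon-γ and antigen presentation genes (15 measured, 1 called lower, 0 over the list alone) had a mean log2 change of -0.17 (adjusted p = 0.048, and adjusted p = 0.80 with an estimated correlation), a call that ended without germ-free short replicate 1 (-0.20), 3 (-0.084), germ-free long replicate 1 (-0.18), 2 (-0.15), 3 (-0.16) or 4 (-0.17) and with one prior for all genes, the intensity-based moderated t, dim genes left out, cyclic loess or array weights. Proximal enterocyte genes that the study does not name (11 measured, 0 called, 0 over the list alone) had a mean log2 change of -0.38 (adjusted p = 0.0042, and adjusted p = 0.42 with an estimated correlation). Fatty acid synthesis genes (11 measured, 0 called, 0 over the list alone) had a mean log2 change of -0.31 (adjusted p = 0.017, and adjusted p = 0.65 with an estimated correlation), a call that ended without germ-free short replicate 1 (-0.29), 3 (-0.25) or germ-free long replicate 4 (-0.089) and with dim genes left out or array weights, and the mean moved by over 1.5 times without germ-free long replicate 3 (-0.46). Pancreas genes (5 measured, 0 called, 1 over the list alone) had a mean log2 change of 0.20 (adjusted p = 0.024, and adjusted p = 0.23 with an estimated correlation), a call that ended without germ-free short replicate 4 (0.18) or germ-free long replicate 4 (0.17) and with cyclic loess.

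Lists that passed in none of the 9 comparisons are given with the range of their mean log2 changes over these comparisons. They were germinal centre B cell genes (6 measured, -0.24 to 0.053, smallest adjusted p 0.12), goblet cell genes (8 measured, -0.12 to 0.043, smallest adjusted p 0.082) and enteroendocrine genes (12 measured, -0.11 to 0.058, smallest adjusted p 0.17). The others were tuft cell genes (8 measured, -0.16 to 0.036, smallest adjusted p 0.24), blood genes (4 measured, -0.021 to 0.43, smallest adjusted p 0.21), circadian clock genes (12 measured, -0.018 to 0.13, smallest adjusted p 0.37) and immediate early and heat shock genes (12 measured, -0.15 to 0.12, smallest adjusted p 0.22).

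The mice of each comparison were also divided in other ways into groups of the same sizes, and the ways that called as many genes, the real one included, were counted. Each comparison was taken alone, and 1 of 35 is the smallest share that 4 mice against 4 can give. Chance can be excluded as the source of the number of called genes for germ-free against conventional mice on water (1644 called, highest other 410, 1 of 35 with as many). By this share alone it can be excluded for long-chain β2→1-fructan against short-chain β2→1-fructan in germ-free mice (265 called, highest other 257, 1 of 35 with as many), but the next count is close, no gene passed Benjamini-Hochberg adjustment there, and without germ-free short replicate 3 the count, 184, is below the highest other. It cannot be excluded in conventional mice for short-chain β2→1-fructan (77 called, highest other 84, 2 of 35 with as many) or long-chain β2→1-fructan (59 called, highest other 85, 11 of 35 with as many) against water or between the fructans (40 called, highest other 127, 31 of 35 with as many). Nor can it in germ-free mice for short-chain β2→1-fructan (109 called, highest other 219, 10 of 35 with as many) or long-chain β2→1-fructan (161 called, highest other 289, 11 of 35 with as many) against water, or for the interactions with the short (133 called, highest other 316, 32 of 100 with as many) and the long chain (100 called, highest other 450, 90 of 100 with as many). The other ways that call several times as many genes in conventional long against short and in the long interaction may point to structure among the mice other than the groups compared, which was not tested.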
